# Loss of the RNA trimethylguanosine cap is compatible with nuclear accumulation of spliceosomal snRNAs but not pre-mRNA splicing or snRNA processing during animal development

**DOI:** 10.1371/journal.pgen.1009098

**Published:** 2020-10-21

**Authors:** Lin Cheng, Yu Zhang, Yi Zhang, Tao Chen, Yong-Zhen Xu, Yikang S. Rong

## Abstract

The 2,2,7-trimethylguanosine (TMG) cap is one of the first identified modifications on eukaryotic RNAs. TMG, synthesized by the conserved Tgs1 enzyme, is abundantly present on snRNAs essential for pre-mRNA splicing. Results from *ex vivo* experiments in vertebrate cells suggested that TMG ensures nuclear localization of snRNAs. Functional studies of TMG using *tgs1* mutations in unicellular organisms yield results inconsistent with TMG being indispensable for either nuclear import or splicing. Utilizing a hypomorphic *tgs1* mutation in Drosophila, we show that TMG reduction impairs germline development by disrupting the processing, particularly of introns with smaller sizes and weaker splice sites. Unexpectedly, loss of TMG does not disrupt snRNAs localization to the nucleus, disputing an essential role of TMG in snRNA transport. Tgs1 loss also leads to defective 3’ processing of snRNAs. Remarkably, stronger *tgs1* mutations cause lethality without severely disrupting splicing, likely due to the preponderance of TMG-capped snRNPs. Tgs1, a predominantly nucleolar protein in Drosophila, likely carries out splicing-independent functions indispensable for animal development. Taken together, our results suggest that nuclear import is not a conserved function of TMG. As a distinctive structure on RNA, particularly non-coding RNA, we suggest that TMG prevents spurious interactions detrimental to the function of RNAs that it modifies.

## Author summary

Chemical modifications on RNAs regulate their function *in vivo*. A trimethylated guanosine (TMG) is frequently added 5’ to RNAs. This “TMG cap” is one of the earliest identified and most conserved modifications on eukaryotic RNAs. TMG is abundantly present on most members of small nuclear RNA (snRNA) that are essential for pre-mRNA splicing. This critical function of snRNAs made TMG one of the most investigated subjects during early studies of RNA modifications, from which it was concluded that TMG serves to ensure nuclear import of RNAs. However, this model lacks genetic support in multi-cellular organisms and contradicts results from mutational studies in unicellular systems. In addition, how the TMG-synthesizing Tgs1 enzyme becomes essential only in higher eukaryotes remains obscure. Here, we investigated the *in vivo* consequences of losing Tgs1 and TMG in Drosophila. Our results suggest major modifications to the prevailing model about TMG’s function in nuclear import. Instead, our results are more consistent with yeast data suggesting TMG prevents spurious interactions involving its target RNA. Moreover, the lethality of mice and flies lacking Tgs1 is unlikely related to the loss of snRNA function, but might instead involve RNAs which function is highly sensitive to the loss of TMG.

## Introduction

Post-transcriptional modifications have been increasingly recognized as essential for the function of RNA molecules. The 2,2,7-trimethylguanosine modification of the 5’ of RNA molecules (TMG cap) is one of the earliest identified and highly abundant RNA modifications in eukaryotic cells [1]. TMG, which is different from the m7G cap on mRNA molecules, is present on many species of non-coding RNAs such as small nuclear RNA U1, U2, U4 and U5, essential for pre-mRNA splicing (spliceosomal snRNAs) (reviewed in [2–5]), and U7 snRNA, essential for histone RNA processing [6]. It is also present on some of the small nucleolar RNAs (snoRNAs) that function in the processing of ribosomal RNAs [7]. The RNA template for the telomerase enzyme is TMG capped [8], although the molecular function of the cap on this RNA is not entirely clear. Interestingly, TMG cap can also be present on mRNAs. In lower eukaryotes, such as the nematode, chordate and cnidarian, many mRNAs acquire TMG through a trans-splicing reaction between the TMG capped Spliced Leader RNA and the pre-mRNA (reviewed in [9, 10]). In mammals, mRNAs of some of the selenoproteins possess the hypermethylated cap, which might be important for efficient translation of these proteins [11]. TMG has also been shown to promote the expression of viral mRNAs from HIV [12], and the biogenesis of quiescence-induced miRNAs in human cells [13].

Because of the abundance of TMG caps on spliceosomal snRNAs, much discussion on TMG function has been on its possible role in pre-mRNA splicing. Two general approaches have been taken in functional studies of TMG. In the first approach, which was primarily employed in isolated Xenopus eggs and cultured mammalian cells, RNA molecules synthesized or assembled *in vitro* were made with or without TMG. They were introduced into cells for functional assays. From these studies, it was concluded that TMG is an essential signal for RNA import [14]. Although cell type and snRNA specific requirements for this import signal were later discovered [15–17], it is generally accepted that TMG is at least part of the mechanism controlling nuclear import of snRNAs (reviewed in [5]). Therefore, it is highly expected that the loss of TMG would greatly disrupt splicing as nuclear localization of snRNPs is a fundamental requirement for splicing.

The second approach was to target the enzyme that synthesizes the cap in genetic studies. The Trimethylguanosine Synthase 1 (Tgs1) protein has been shown to be responsible for TMG synthesis [18]. In various organisms, *tgs1* mutations led to the loss of TMG. Moreover, conversion of the mono-methylated Guanosine to TMG *in vitro* requires only Tgs1 that could be supplied as bacterial recombinant proteins [19, 20]. The Tgs1 function appears conserved in eukaryotes as the methylase domain of human Tgs1 can functionally substitute that of Tgs1 from the budding yeast [21].

Genetic studies of *tgs1* have been largely limited to unicellular organisms and some of the results are not consistent with conclusions drawn from those in higher eukaryotes using the *ex vivo* approach. First of all, knock-out mutations of *tgs1* are viable in both budding and fission yeasts arguing against a catastrophic defect in pre-mRNA splicing [18, 20], even though they lead to a cold sensitive growth defect and sterility in budding yeast [18, 22]. The sterility is due to defective splicing of a few introns in meiotic specific genes [23]. Therefore, there appears to be a less than anticipated role of TMG in splicing regulation in yeast. Secondly, loss of budding yeast Tgs1/TMG result in the accumulation of U1 snRNAs in the nucleolus not the cytoplasm [18]. Prior results suggest that the maturation of spliceosomal snRNPs in yeast and trypanosomes might not involve snRNA export to the cytoplasm [24–28, however, see 29], whereas snRNA shuttling has been deemed essential in vertebrate cells (for reviews on import factors of snRNAs see [4, 5]). If this organism-specific behavior of snRNA shuttling were indeed important for snRNA function, loss of Tgs1/TMG in higher eukaryotes would be expected to uniquely disrupt the localization of spliceosomal snRNAs and subsequently splicing. Unfortunately, this hypothesis was not tested in previous studies of TMG.

Genetic studies of *tgs1* in animals has not been informative in terms of revealing the conserved function of the TMG cap. RNAi knock down of Tgs1 did not affect the proliferation of mammalian cells in culture [30]. Although a *tgs1* knock-out mutation in mice led to early embryonic lethality, its effects on pre-mRNA splicing or the integrity and localization of snRNAs were not investigated [31]. In Drosophila, *tgs1* mutations support a few days of development before death, most likely due to the preponderance of maternal Tgs1 activities. Although mutant tissues displayed a reduced TMG level, the effect on snRNA localization or splicing was not investigated either [31, 32]. Therefore, although lethality of the mouse and Drosophila *tgs1* knock-outs seems to suggest an essential role of Tgs1/TMG that is specific to the development of multi-cellular organisms, it remains undetermined whether nuclear import of RNAs and more generally splicing regulation represent essential functions of the TMG cap in these organisms.

In this study, we characterize new mutations in the Drosophila *tgs1* gene and studied their effects on development and on splicing. Although strong loss-of-function mutations led to early lethality, an allelic combination produced viable but infertile flies. This hypomorphic combination has afforded us the unique opportunity of studying Tgs1 in germline development, and we uncovered a prominent role of Tgs1 in splicing. Remarkably, defective splicing in the mutants was not associated with a strong defect in the localization of spliceosomal snRNAs to the nucleus. Nevertheless, we show that TMG might have an important role in regulating the processing of spliceosomal snRNAs.

## Materials and methods

### Drosophila stocks

Fly stocks and crosses were cultured at 25°C on standard cornmeal food, and *w*^*1118*^ was used as the wide type stock in our study except otherwise noted. The following stocks were obtained from the Bloomington Drosophila Stock Center: *moi*^*CB0*^, and *actin5C-gal4* (on chromosome II). The stock for *bam-gal4* was a gift from Dr. Xin Chen at Johns Hopkins University (Maryland, USA). The *tgs1*^*15-11*^ mutation was generated by us in a previous study [33]. *tgs1*^*1-3*^ and *tgs1*^*2-3*^ are frameshift mutations generated by Cas-9 mediated mutagenesis described below.

### Transgenic constructs and lines

To rescue the *tgs1*^*hypo*^ mutant phenotypes, we generated three individual rescuing constructs, shown in S1 Fig, that contain: (1) a genomic fragment with a nucleotide range of 3R:18254530–18258578 based of Flybase releases, which contains the *moi/tgs1* coding region and about 1kb up- and 1 kb down-stream of the coding region; (2) a *moi* cDNA; and (3) a *tgs1* cDNA. In the genomic construct, a *gfp* gene was inserted to the C-terminus of *tgs1* coding region generating the *tgs1-gfp* construct for characterizing the localization of Tgs1 proteins. These fragments were cloned into the pUAST-attB vector and inserted into Drosophila genomic position 75B10 on chromosome *III* (for genomic rescue constructs) or position 25C on chromosome *II* (for cDNA rescue constructs) by phi-C31 mediated transformation [34]. The cDNAs were under the control of the UAS elements in the vector, and *bam-gal4* and *actin-gal4* transgenes were used to drive their expression. PCR primers for plasmid constructions are listed in S1 Table.

### Cas-9 mediated mutagenesis of *tgs1*

We generated new *tgs1* alleles with CRISPR-Cas9 mediated mutagenesis using a transgenic approach in which both the Cas9 protein (expressed from a *vasa* promoter) and gRNA (expressed from a *U6* promoter) were produced from transgenes inserted into the Drosophila genome [35]. The target gRNA was designed with an online tool: http://tools.flycrispr.molbio.wisc.edu/targetFinder/. A target sequence about 122bp from the annotated ATG start of *tgs1* was chosen that has the sequence of 5’-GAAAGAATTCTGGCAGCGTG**AGG** with the PAM sequence in bold. Mutations were verified by genomic PCR and sequencing using DNA samples from homozygous mutant larvae.

### Fertility and viability testing

Males and females that carry the *tgs1*^*hypo*^ heteroallelic combination were individually mated to wildtype animals of the opposite sex. Total progeny was counted and compared with that from crosses using wildtype animals as controls. To test fertility rescue, mutations of *tgs1* (in a heterozygous states) were first combined with the rescuing transgene by crosses: either a genomic fragment or a cDNA driven by *UAS*. The resulting flies were crossed with flies carrying another *tgs1* allele and some also with a *gal4* driver. Males expressing the wildtypeTgs1 or Moi proteins (either from the genomic clone or from Gal4-driven cDNA expression) were individually mated to wildtype females. Males heterozygous for a *tgs1* mutation were used as controls. Fertility of the test males were estimated by us inspecting the number of pupal cases in a vial and determined to be either completely sterile or similar to vials from control males. To test viability rescue, crosses were set up similarly as those for testing fertility. The extent of rescue was determined by counting the progeny carrying both the lethal combination of *tgs1* and the rescuing transgene and dividing it over the total progeny. This ratio was then compared with the expected ratio.

### Live analyses, Immuno-staining and FISH

For live analyses, testes were dissected in PBS, stained with Hoechst, mounted on slides, lightly squashed, and observed with a 40X objective using phase contrast optics. EdU labelling of testis was performed using the EdU kit from invitrogen per manufacturer’s instruction.

Immunostaining was performed on testes dissected from 1 to 2-day-old flies or tissues from second instar larvae using a standard protocol with a fixative of 3.7% formaldehyde in PBS, and an overnight incubation with a 1:200 dilution of primary antibodies, and a one-hour room temperature incubation with a 1:400 dilution of fluorochrome-conjugated secondary antibodies. Testes were observed with an OLYMPUS confocal microscope. The following primary antibodies were used: mouse anti-2,2,7-Trimethylguanosine monoclonal antibodies (clone K121 from Millipore, and clone 235–1 from MBL), and rabbit anti-phospho-Histone H3 antibody (Sigma, H0412). Each antibody staining experiment was performed at least three times.

FISH analyses on testes and larval tissues were performed with a protocol by Nizami et al. [36]. Fluorescently labelled oligos were used as probes, with their sequences listed in S2 Table.

### RNA sequencing, RT-PCR and qPCR

For RNA sequencing and RT-PCR, total RNA was extract from about 100 pairs of testes or 80 second instar larvae using TRIzol reagent (ambion, 15596018). mRNA was enriched by using the NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB,E7490L), then an RNA-Seq library were prepared with the NEBNext Ultra RNA Library Prep Kit for Illumina, the libraries were sequenced with Illumina HiSeq X Ten at Guangzhou IGE Biotechnology Corporation, China. Reverse transcription was performed by PrimeScript RT reagent Kit (TaKaRa, RR047A), and primers for RT-PCR validation of intron retention events are listed in S3 Table.

Quantitative RT-PCR reactions were carried out on a Real-time PCR machine (Lightcycler 480II, Roche), according to a protocol from the KAPA SYBR FAST qPCR Kit (KK4601). Three biological replicates were tested for each sample. The data were calculated by the ΔΔCt method to quantify the differences in expression with *rp49* as the reference gene, and the P values were determined with t-tests. The data were plotted as fold changes normalized to wildtype sample. Primer sequences are provided in S3 Table.

To characterize 3’ processing of U snRNAs, a qPCR-based assay was employed as described previously [37], and primers sequences are provided in S3 Table.

### Northern blot and RNA Immunoprecipitation

For Northern Blot analyses, 1–5μg of total RNA was denatured at 80°C for 3 min and separated on 5% 8M Urea-polyacrylamide gels in TBE buffer. RNA was transferred to a nylon membrane in TBE buffer at 20V for 30 min, then dried and UV cross-linked for 3 min. The membrane was pre-hybridized in hybridization buffer (25% Formamide, 4XSSC, 50mM NaH2PO4/Na2HPO4 Buffer (PH 7.0), 1mM EDTA, 5% dextran sulfate, 0.5% SDS, 5XDenhard’s solution) at 42°C for 2h and hybridized with 0.1μg /ml of probes in hybridization buffer at 42°C for 16h. The membrane was washed in sequence with 2XSSC (with 0.1% SDS) for 5 min at room temperature, 0.2XSSC (with 0.1% SDS) for 5 min at room temperature, 0.1XSSC (with 0.1% SDS) for 15 min at 60°C, twice for each wash. The snRNA probes were oligonucleotides labeled with biotin. The signals were quantified by Image lab software 5.2 (Biorad). Primer sequences are listed in S2 Table.

For RNA immunoprecipitation, we use the millipore Magna RIP kit (NO.17-700) with TMG specific monoclonal antibody (MBL, 235–1) to precipitate TMG-capped RNA from 20μg of input total RNA, according to manufacturer’s protocol.

## Results

### A hypomorphic *tgs1* mutation disrupts fertility

The Tgs1 protein is encoded by a bicistronic gene in Drosophila in which the telomere-capping protein Modigliani (Moi) and Tgs1 are produced from a single mRNA with the coding region for Moi just upstream of that of Tgs1 (S1A Fig). The loss of either Moi or Tgs1 causes lethality [38,39]. Yet during the course of our investigation into the function of Moi [33], we uncovered a combination of two *moi/tgs1* mutant alleles that supports viability but not fertility. Male flies carrying this allelic combination are sterile and females are almost completely sterile (S1B Fig). The molecular lesions of the two alleles are known (*moi*^*CB0*^ and *tgs1*^*15-11*^ in S1A Fig). When we used RT-PCR to measure the expression level of *moi* and *tgs1* respectively, we observed similar reductions for both genes (S1C Fig), which is expected given that the two genes share a single transcript.

Due to the complex nature of the two alleles, the simplest way to dissect the relative contributions from *moi* and *tgs1* to the sterility of mutant adults is to introduce rescuing constructs individually providing Moi or Tgs1 function similar to approaches taken by others [38,39]. As shown in S1D Fig, the fertility defects could be rescued with a transgene providing only the Tgs1 function but not one providing Moi alone. We therefore conclude that partial loss of Tgs1 not Moi function was responsible for the impaired fertility in the mutants. Although the allelic combination also represents a partial loss of Moi function as evidenced by RT-PCR results, we hereafter refer this hypomorphic mutation as *tgs1*^*hypo*^ for simplicity reason. The genotype of *tgs1*^*hypo*^ is *moi*^*CB0*^*/tgs1*^*15-11*^.

### Partial loss of Tgs1/TMG lead to meiotic arrest in males

Because mutant males are completely sterile while females can produce progeny, we decided to focus this study on the male germline. We discovered that the mutants suffer a classic meiotic arrest phenotype (reviewed in [40, 41]) in that testes were devoid of post-meiotic cells (Fig 1B). Under live phase contrast microscopy, we observed relatively normal morphology of pre-meiotic spermatogonial cells but abnormal meiocytes (Fig 1A, for a details description of different types of male germ cells see [42]). When we labelled cells in divisions using a phospho-H3 antibody, which specifically labels condensed chromosomes, we observed many positive cells in the testicular region where meiosis is happening (Fig 1B). While these cells are tightly clustered in wild type testes, they appear in a scattered pattern in mutant testes (Fig 1B top panels), again consistent with a meiotic defect. This defect was rescued when we drove *tgs1*, but not *moi*, expression in the mutant germline using *bam-gal4*. In contrast, when we labelled cells in S phase with EdU, which gets incorporated into DNA during replication, we did not find clear differences in the localization of replicating cells in mitotic compartments from wild type or mutant testes (Fig 1B bottom panel).

**Fig 1:**
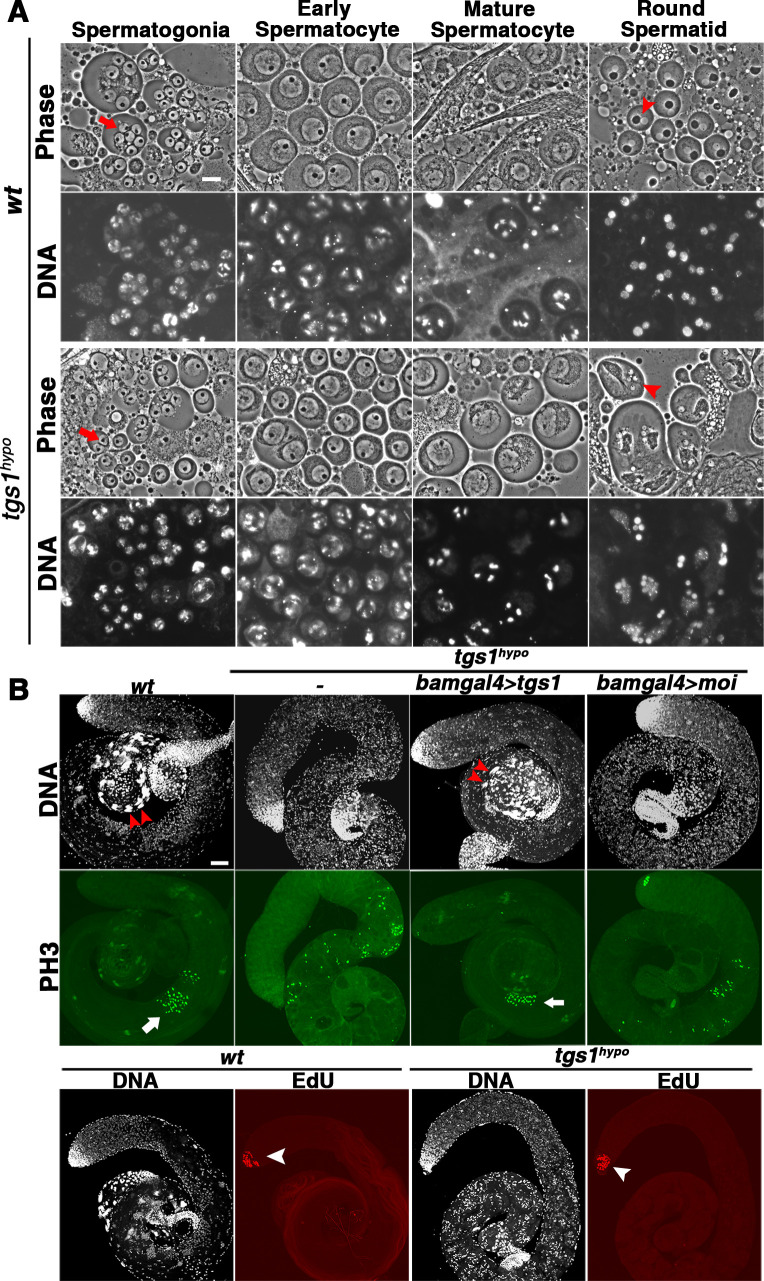
Partial loss of Tgs1 leads to meiotic arrest in testes. **A**. Live analyses of testes. Images from phase contrast microscopy are shown in the top panels, and Hoechst staining of DNA shown in the bottom panels. Genotypes are listed to the left. The stages of spermatogenesis are listed at the top according to classifications in Cenci et al. [42]. Mutant testes appear normal until the “Round Chromatid” stage after meiosis with cells from failed divisions retaining multiple nuclei. The arrowhead points to one of these cells. For comparison, a similarly staged wild type nucleus is also marked with an arrowhead. The arrows mark some of the normal spermatogonia in both wildtype and mutant testes. The scale bar indicates 10μm. **B**. Testes of *tgs1*^*hypo*^ mutants lack post-meiotic cells. Double arrowheads point to regions in the testes where sperm bundles are present (absent) in wildtype (mutant) testes. Anti-Phospho-H3 staining (top) and EdU labelling (bottom) are shown. The genotypes are listed at the top. In addition to testes from wild type (*wt*) and *tgs1*^*hypo*^ animals (*-*), those from *tgs1*^*hypo*^ with a *tgs1*-only rescue (*bamgal4>tgs1*) or a *moi*-only rescue (*bamgal4>moi*) were also included in anti-Phospho-H3 staining experiments. Arrows point to the regions where cells with condensed chromosomes are abundant. Arrowheads point to the regions where EdU-positive cells are abundant. The scale bar indicates 50μm.

Since Tgs1 is responsible for TMG synthesis, we expected a reduction of TMG level in the mutants and applied two types of measurement of TMG. In the first assay, two commercial anti-TMG antibodies were used in immunostaining of testes. As shown in Fig 2A, the overall level of TMG signals, under the same exposure, is clearly reduced in mutant testes when compared with wild-type or with “*tgs1*-rescued” but not “*moi*-rescued” testes. In the second assay, we performed immunoprecipitation (IP) with an anti-TMG antibody to enrich for modified RNA species from total testicular RNA. This was followed by Northern blot detection of U1 and U2 snRNAs, two of the known TMG-containing snRNAs with essential roles in splicing. The U6 snRNA, which lacks TMG, was used as a control. As shown in the top right panels of Fig 3, we observed a severe reduction (40-fold for U1and 20-fold for U2) of TMG in mutant samples again suggesting that the level of TMG is greatly reduced in *tgs1*^*hypo*^ mutant testes. Interestingly, the reduction of testicular TMG was evident as early as the third instar stage when we stained larval testes with anti-TMG (Fig 2B), whereas the drop of TMG level was not as evident in other somatic tissues of the same developmental stage suggesting that the male germline might experience a greater loss of TMG when Tgs1 is expressed at a reduced level (S2 Fig). These results are consistent with the ability of mutants to survive into sterile adults, and imply that male germline development might be particularly sensitive to the loss of Tgs1 function.

**Fig 2:**
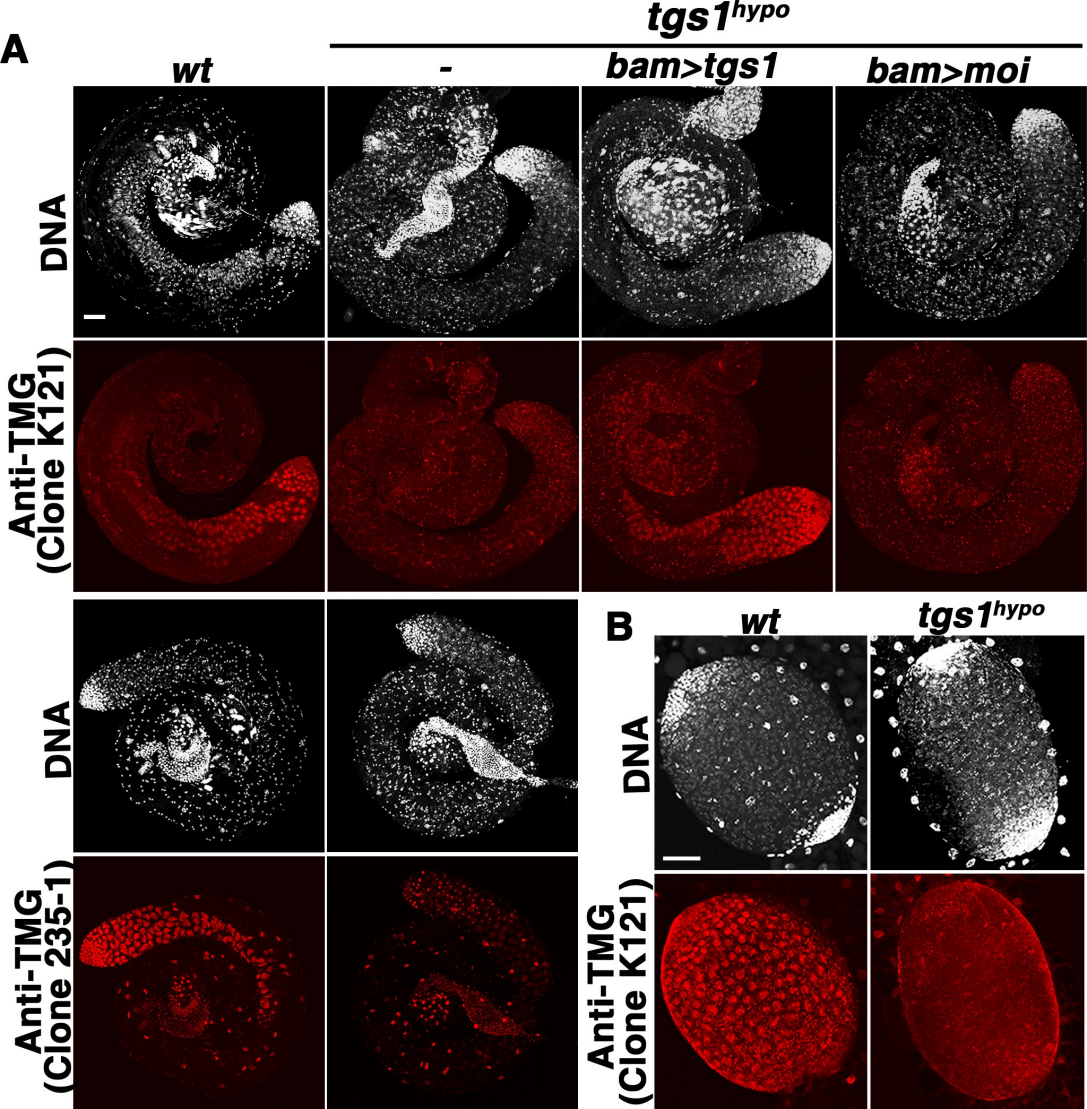
TMG level is reduced in *tgs1*-mutant testes. **A**. Immunostaining of testes with two anti-TMG monoclonal antibodies (clone numbers indicated in parentheses). Genotypes were listed at the top. For experiments using antibody K121, in addition to testes from wild type (*wt*) and *tgs1*^*hypo*^ (*-*) animals, those from *tgs1*^*hypo*^ with a *tgs1*-only rescue (*bamgal4>tgs1*) or a *moi*-only rescue (*bamgal4>moi*) were also included. **B**. TMG staining of larval testes with K121. Scale bars indicate 50μm.

**Fig 3:**
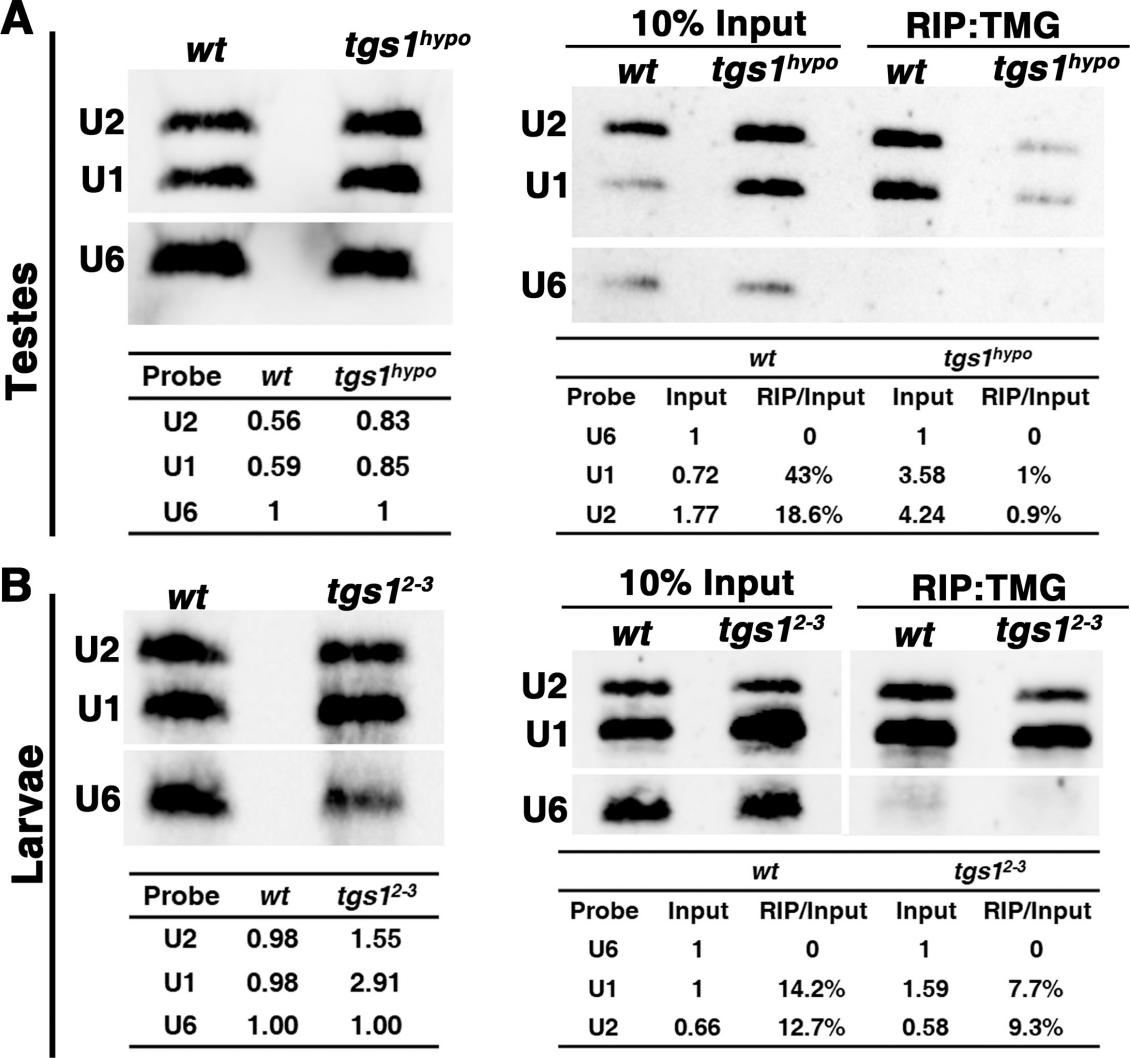
The levels of spliceosomal snRNAs and their TMG modification. Northern blot analyses of snRNA and TMG levels in testis (**A**) and larval samples (**B**). The left panels show Northern blot analyses of snRNA levels in testicular (top) and larval (bottom) RNA samples. The probes for different snRNAs are listed at the left with U6 snRNA serving as a non-TMG control. Genotypes are listed at the top. Quantification is presented in the table below, in which the level of U6 was arbitrarily set as “1”. The right panels show RNA-IP analyses of TMG level. Total RNA from testis (top) and larvae (bottom) were subjected to immunoprecipitation (IP) with anti-TMG (clone 235–1) antibody, followed by Northern blotting with probes of different snRNAs using U6 as a negative control for TMG. Genotypes are listed at the top. Quantification is presented in the table below, in which the level of U6 in the “10% input” was arbitrarily set as 0.1.

### Introns with smaller sizes and weaker splice sites are preferentially retained in *tgs1* mutant testes

The initiation of the male meiotic program has been extensively studied (reviewed in [40, 41]). 

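Testis RNA was sequenced in 2 libraries from wild-type males and 2 libraries from *tgs1* hypo males, each made from RNA enriched for poly(A) tails. The paper gives about 100 pairs of testes per library, while the sample labels give about 100 testes. The sample labels name the libraries wild type and *tgs1* hypo in their titles, as the paper does, but give the genotype of the wild-type libraries as *tgs1* hypo with *bam*>*tgs1* and that of the mutant libraries as *tgs1* hypo with *bam*>*moi*, the names of the paper's rescue constructs. The paper's names are used here, and which of the genotypes the libraries carry is not settled. The authors mapped the reads to the FlyBase genome with HISAT2 and deposited an FPKM value (fragments per kilobase of transcript, scaled by the authors to the mapped fragments of the library) for 15612 genes in each library. The paper's text names featureCounts and DESeq2 for expression levels and does not name the tool that made the FPKM values. The values add up to 792501 and 825832.5 FPKM in the wild-type libraries and to 817286 and 803611 FPKM in the *tgs1* hypo libraries. The table holds no read counts, so the depth of each library is unknown and no counting interval is given. The value of a single fragment falls as depth rises, and over the genes with the lowest values its commonest ratio to wild-type replicate 1 was 1.07 in wild-type replicate 2, 1.00 in *tgs1* hypo replicate 1 and 1.08 in *tgs1* hypo replicate 2. Over the genes tested, Pearson's r on log2(FPKM + 1) was 0.994 between the wild-type libraries and 0.99 between the *tgs1* hypo libraries, and 0.942 to 0.950 between libraries of different genotype. These correlations are across genes, which are not independent replicates. The 11343 genes with a mean of at least 1 FPKM over the 4 libraries were compared on log2(FPKM + 1) with limma, using its mean-variance trend and Benjamini-Hochberg adjustment. A gene was called higher or lower in the mutant at an adjusted p under 0.05 and an absolute log2 change of at least 1. A permutation test of 2 libraries against 2 could reach no exact p under 0.333, so single genes were tested only with limma, which takes part of each gene's spread from all genes. For 7052 of the genes the table lists a locus that another gene shares, and the paper's text does not say whether reads were counted by strand, so values of overlapping genes can hold each other's reads.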

To gain insights into the underlying cause for the meiotic arrest in *tgs1*^*hypo*^ testes, we performed RNA sequencing on total testicular RNA. 

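*Mst84Da* (FBgn0004172) lies on chromosome 3R of the BDGP6.54 annotation from 7365850 to 7366262. Its mRNA level in testes was 5734 ± 445 FPKM (SD, n = 2 libraries) in wild type and 1369.8 ± 5.69 FPKM (SD, n = 2) in *tgs1* hypo, a log2 change of -2.06 (SE 0.09, adjusted p = 1.6e-05 from limma). *MstProx* overlaps this gene on the opposite strand. *janB* (FBgn0001281) lies on 3R from 30037984 to 30038728 and overlaps *janA* on the same strand. It fell from 1007.5 ± 85.7 FPKM to 244.7 ± 0.0926 FPKM (SD, n = 2 each), a log2 change of -2.03 (SE 0.07, limma adjusted p = 1.02e-05). *can* (FBgn0011569) lies on 3L from 10263909 to 10267111 and overlaps no other annotated gene. Its level was 20.0 ± 0.0966 FPKM in wild type and 10.2 ± 0.751 FPKM in *tgs1* hypo (SD, n = 2 each). The log2 change of *can*, -0.91 (SE 0.10, limma adjusted p = 0.00037), passed the limit on the adjusted p but not the limit on the log2 change. Under median-of-ratios scaling of the libraries the log2 change of *can* was -1.03, past both limits. For each gene both mutant libraries lay below both wild-type libraries, by more than the spread between replicates. The ratio of the mean FPKM in *tgs1* hypo to that in wild type was 0.239 for *Mst84Da*, 0.243 for *janB* and 0.510 for *can*. The paper's reported qPCR levels relative to wild type are 0.344 ± 0.135 for *Mst84Da*, 0.311 ± 0.0598 for *janB* and 0.672 ± 0.0889 for *can* (SD, n = 3). These qPCR levels are relative to *rp49* (*RpL32*) and the FPKM ratios are not. In the testis libraries *RpL32* had a log2 change of 0.24 (limma adjusted p = 0.022), so FPKM ratios taken relative to it would be lower.

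**Figure D1:**
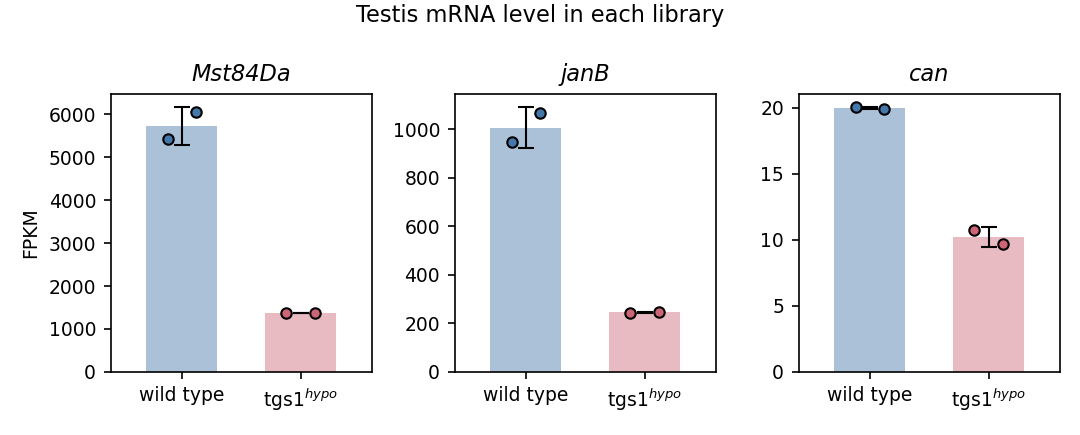
FPKM of *Mst84Da*, *janB* and *can* in testes of wild-type and *tgs1* hypo males. Points are single libraries, bars are means and error bars are the SD of 2 libraries; the *tgs1* hypo bars stand at 1369.8, 244.7 and 10.2 FPKM, each below the wild-type points.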

When expression levels were compared between wild-type and mutant samples, we identified and validated by quantitative PCR a reduction in the level of several key meiotic regulator genes, e.g. *mst84da*, *janB*, *can* (S3 Fig). Importantly, the reductions were rescued with *tgs1* but not *moi* transgenes. In addition, we identified a strong defect in splicing with 2271 introns displaying intron retention (RI in Fig 4, left panel), which was close to 20-fold higher than the level of RI in wild type. The complete list of affected introns is provided in S4 Table and how these introns were identified is provided in S1 Text and S7 Fig. We selected 28 genes identified as having intron retention by the genomics approach (3 from known genes with an important role in spermatogenesis and 25 randomly), and manually validated the splicing defect using RT-PCR in all of them (Fig 5 and S4 Fig). As expected, this splicing defect was rescued with a transgene providing only the Tgs1 but not the Moi function. Therefore, partial loss of Tgs1 function leads to wide-spread intron retention and the meiotic arrest phenotype could be the summed effect from the mis-regulation of a large number of genes, but not just a few of those important for the meiotic program.

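In the same testis libraries, 80.4% of the genes tested had both *tgs1* hypo values on one side of both wild-type values, where chance places 33.3%. At an unadjusted p under 0.05 limma gave 7119 genes, 62.8% of those tested, where 567 would be expected with no change. A list of 16 meiotic arrest genes, which includes *can*, moved in both directions. In that list 9 genes rose and 7 fell. The median log2 change relative to all tested genes was -0.034 (limma camera adjusted p = 0.71), while the mean of the list was 0.27 and the direction of the test was up. Its sign was positive with no filter on low values and without wild-type replicate 1. Over all genes *Taf12L*, *comr*, *nht* and *twe* were called higher, with log2 changes of 1.80, 1.20, 1.05 and 1.04, and adjusted over the list alone the count was also 4. *twe* and *nht* were under a log2 change of 1 with median-of-ratios scaling (0.92 and 0.93) and with quantile normalization (0.96 and 0.96). Leaving out wild-type replicate 2 put *comr* and *nht* under 1 as well (0.98 and 0.95), and leaving out mutant replicate 2 did so for *nht* (0.96). Of a list of 33 spermatid differentiation genes, 24 fell and 9 rose. Their median log2 change was -0.24, and -0.35 relative to all genes (limma camera adjusted p = 0.00031). Of these, 4 were called lower, as many as adjusted over the list alone: *Mst84Da*, *janB*, *scpr-C* (-1.69) and *Mst84Dc* (-1.39). The paper named *Mst84Da*, *janB* and *can* from these libraries, so their place in the lists is not independent evidence. The call for the spermatid list did not hold with fry (adjusted p = 0.056), with an estimated correlation between genes (0.73) or with quantile normalization (0.090). From the introns retained in *tgs1* hypo testes (Fig 4), RT-PCR of a selection of the genes and the rescue by a transgene for Tgs1 but not for Moi, the paper concludes that partial loss of Tgs1 function leads to intron retention in many genes, and proposes that the arrest is the sum of changes in many genes and not in a few meiotic regulators alone.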

**Fig 4:**
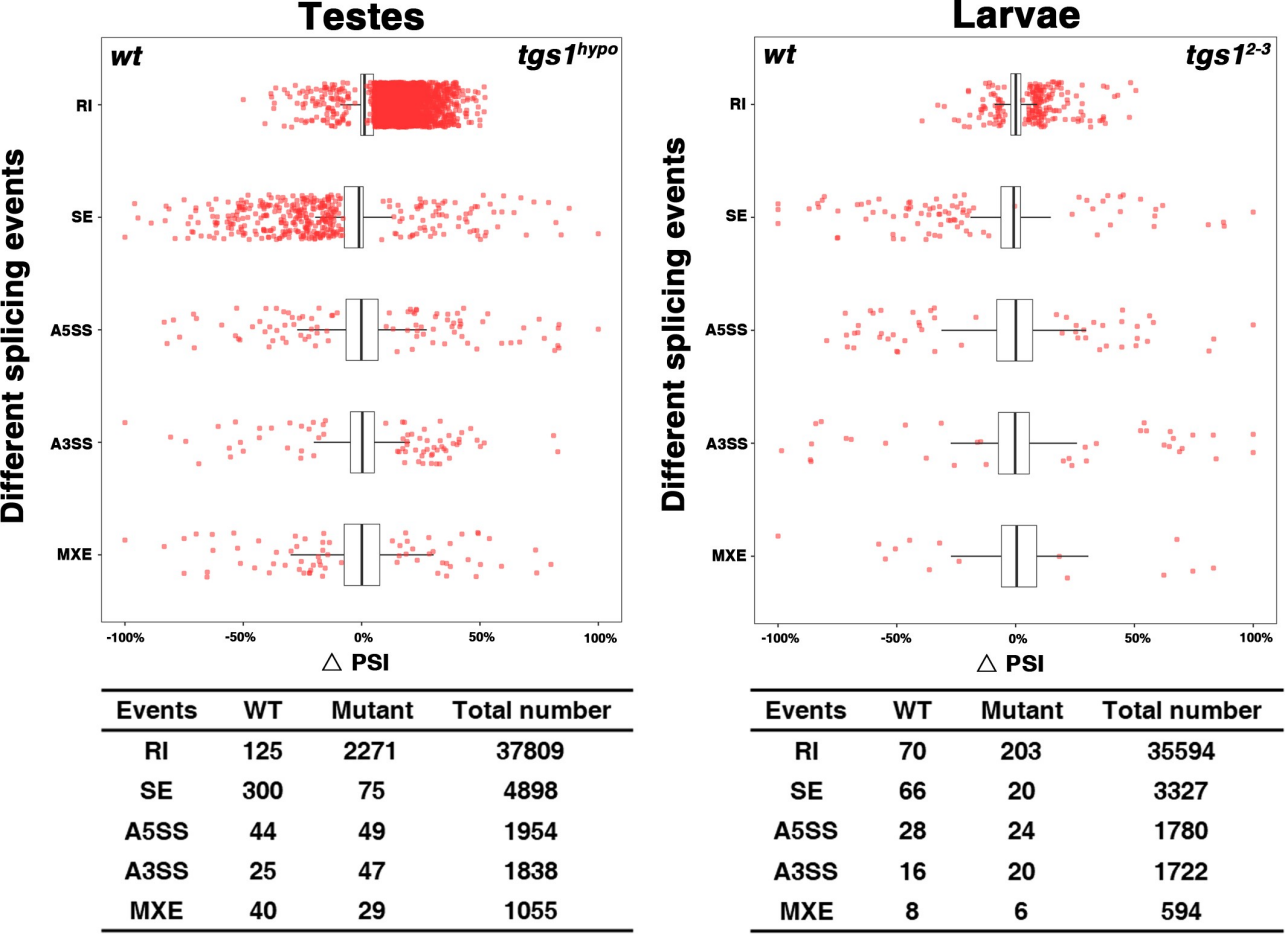
Categorization of splicing events from whole-genome RNA sequencing. Scatter plots at the top show changes in splicing events between wild type (*wt*) and *tgs1* mutant samples, with the summary results presented in the tables below. The left panel was derived from sequencing of testicular RNA and the right panel from larval RNA. The splicing levels in each sample were quantified by PSI, which is short for Percentage of Splicing-In. The changes in splicing level were quantified as ΔPSI = PSI(*tgs1*)–PSI(*wt*). For a detail description about PSI calculation, see S1 Text and S7 Fig. Five types of splicing events were compared, which include Retained Introns (RI), Skipped Exons (SE), Alternative 5' and 3' splice sites (A5SS, A3SS) and mutually exclusive exons (MXE). The red dots represent individual splicing events that are significantly different between the two samples, and were plotted according to splicing classes (the vertical axis) and ΔPSI (the horizontal axis). The box plots show ΔPSI distribution of total non-changed introns (backgrounds). In the tables, the numbers represent the number of introns analyzed. For both samples, the numbers of retained introns (RI) in *tgs1* mutant appear more abundant than those in *wt*. The number of skipped exons (SE) shows the opposite trend for both samples. Other splicing events do not have significant differences. The mutant genotype for the testicular samples is *tgs1*^*hypo*^ (*tgs1*^*15-11*^*/moi*^*CB0*^) and *tgs1*^*2-3*^*/tgs1*^*2-3*^ for the larval samples.

**Fig 5:**
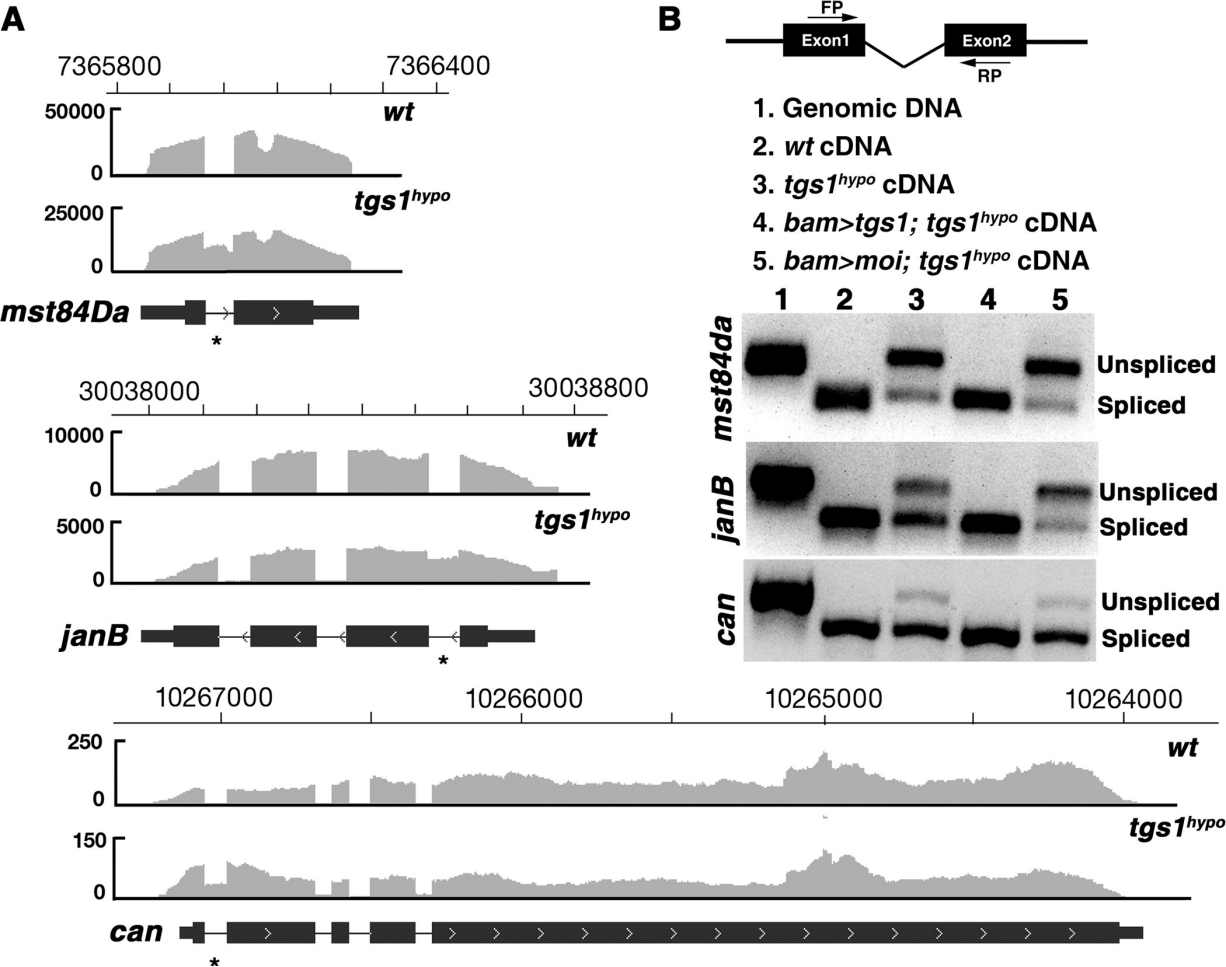
Validation of intron retention events in *tgs1*^*hypo*^ testes. **A**. Genome browser views of testis RNA-seq reads from three genes with intron retention events. For each gene (*mst84Da*, *janB* and *can*), read counts (Y axis) and their distribution along the length of the gene region from wild type (top) and mutant (middle) samples as well as the annotated gene structure (bottom) are shown. Introns with retention reads is marked with an asterisk. **B**. RT-PCR validation of intron retention. At the top is a diagram depicting the approach showing a pair of PCR primers (FP and RP) spanning the intron of interest. Below the diagram, the five templates in the RT-PCR assay are listed. In addition to wild type and mutant samples, those from *tgs1*^*hypo*^ with a *tgs1*-only rescue (*bamgal4>tgs1*) or a *moi*-only rescue (*bamgal4>moi*) were also included. At the bottom is the actual gel pictures of the RT-PCR assay with the names of the gene at the left and template numbers (1–5) at the top. The bands corresponding to products amplified from spliced and unspliced templates are indicated to the right. Manual validations of more intron retention events are shown in S4 Fig.

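S4 Table could be read only in part. The retained introns that this part lists for the 3 genes are each annotated at the same start and end in BDGP6.54. The intron of *Mst84Da* runs from 7365972 to 7366026 on 3R and is 55 bases long. The first intron of *janB* runs from 30038529 to 30038586 on 3R, with a length of 58 bases. In *can* the first intron, from 10266953 to 10267026 on 3L, is 74 bases long, and the fourth, from 10266271 to 10266326, is 56 bases long. The paper's IR ratio at the 5' splice site of the *janB* intron is 0.02 and 0.01 in the wild-type libraries and 0.92 in both *tgs1* hypo libraries. For *Mst84Da* the paper gives 0.01 in both wild-type libraries and 0.67 and 0.68 in *tgs1* hypo. For the first intron of *can* it gives 0.02 and 0.07 in wild type and 0.39 and 0.45 in *tgs1* hypo, and for the fourth 0 in both wild-type libraries and 0.15 and 0.22 in *tgs1* hypo. IR ratios need reads at splice sites, and the FPKM values of whole genes do not hold them, so they were not recomputed. The FPKM values give the mRNA level of the genes of the paper's RT-PCR assays. Of 25 such genes with a value in testes, which include these 3, all fell, with log2 changes from -2.95 to -0.84 and a median of -1.87 (limma camera adjusted p = 5.5e-18). The call held with fry (adjusted p = 0.014) and not with an estimated correlation between genes (0.70). Over all genes 23 of the 25 were called lower, and adjusted over the list alone also 23. The study chose these genes for intron retention in the same libraries, so the count is not independent evidence.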

Although abnormal splicing in *tgs1* mutant testes affected a large number of genes, many introns appeared regularly spliced suggesting that the processing of a class(es) of introns is particularly sensitive to the reduction of Tgs1 function. A similar observation was made in a *tgs1* study in yeast [23]. We did not discern an enrichment of a common sequence element around the splice sites of these affected introns arguing against a sequence-specific role of Tgs1/TMG on splicing. To gain further insights, we investigated whether the *tgs1*-affected introns share common features in size or the strength of splice sites. As controls, we used five groups, 2271 each, of randomly selected introns from the *tgs1* non-affected population and performed the same analyses. The information of these selected introns is provided in S5 Table. As shown in Fig 6, introns in the “affected” population have a significantly smaller size, a “weaker” 5 prime or 3 prime splice sites than those from each of the five “non-affected” groups. Therefore, partial loss of Tgs1 function does not affect pre-mRNA splicing indiscriminately.

**Fig 6:**
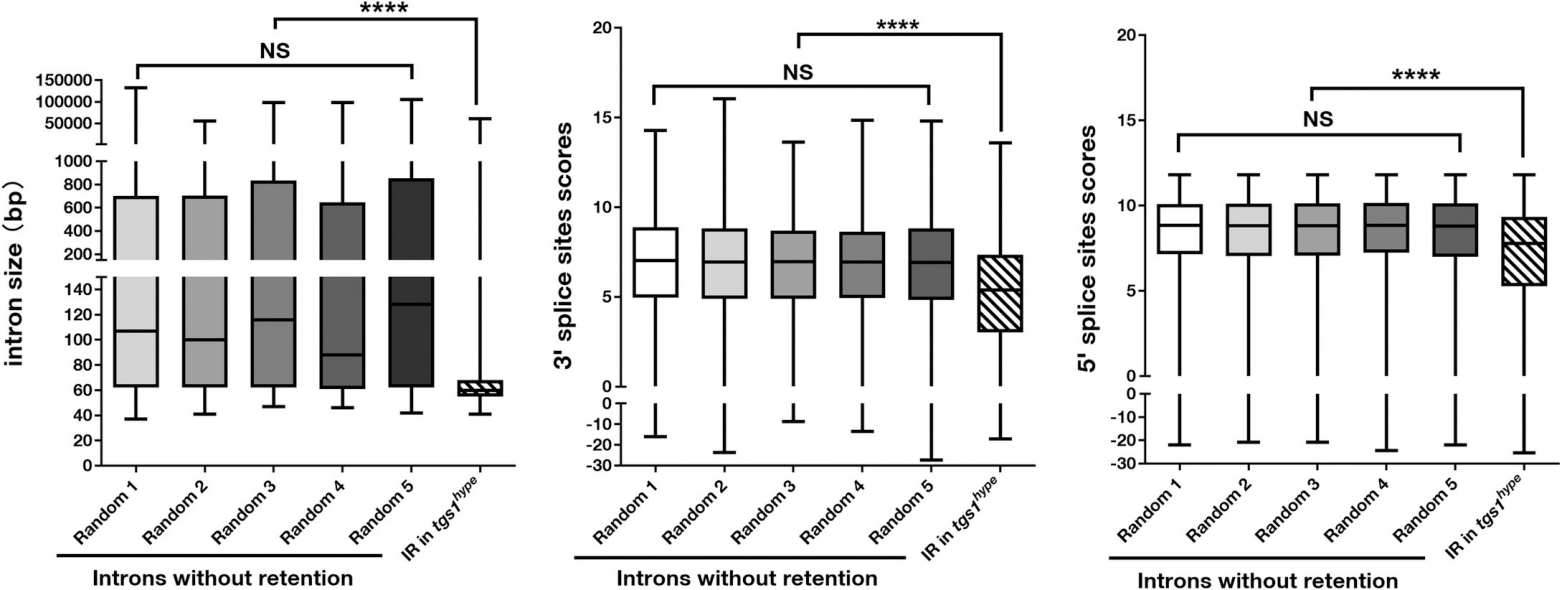
Common features of introns sensitive to Tgs1 loss. Five groups of 2271 randomly selected introns (Random #1–5) without splicing defects in RNA-seq analyses were compared with all introns with retention reads (IR) in three categories as described in S1 Text and S7 Fig. NS: not significant. “****”: significant with a p<0.0001 from t-tests.

We also observed an effect of partial loss of Tgs1 on skipped exons (SE). As shown in Fig 4, there appears to be fewer SE events in the mutant than in the wild type. This cause for this drop is not obvious to us.

### The effect of losing the TMG cap on spliceosomal snRNAs

Prior investigations have led to the conclusion that TMG is a part of the signal for nuclear import of snRNAs in vertebrate cells. Therefore, we set out to test whether our *tgs1* mutation affects the nuclear localization of snRNAs. Using anti-sense probes to U1 and U2 in Fluorescence In-Situ Hybridization (FISH) experiments we localized these snRNAs produced *in vivo*, and discovered that they are mostly nuclear in both wild-type and *tgs1*-mutant spermatocytes (Fig 7 and S5A Fig). Interestingly, cytoplasmic puncta of both U1 and U2 became evident in mutant cells, although the cytoplasmic signal represents a minor portion (1.8 arbitrary units of fluorescence on average) when compared with the nuclear signal (65.4 units) (Fig 7). In addition, total U1 and U2 levels were not affected by the *tgs1* mutation as shown in the Northern blot of Fig 3 (top left panels). Therefore, *tgs1* mutation disrupts splicing without overtly affecting either the total level or the nuclear localization of U1 or U2 snRNAs.

**Fig 7:**
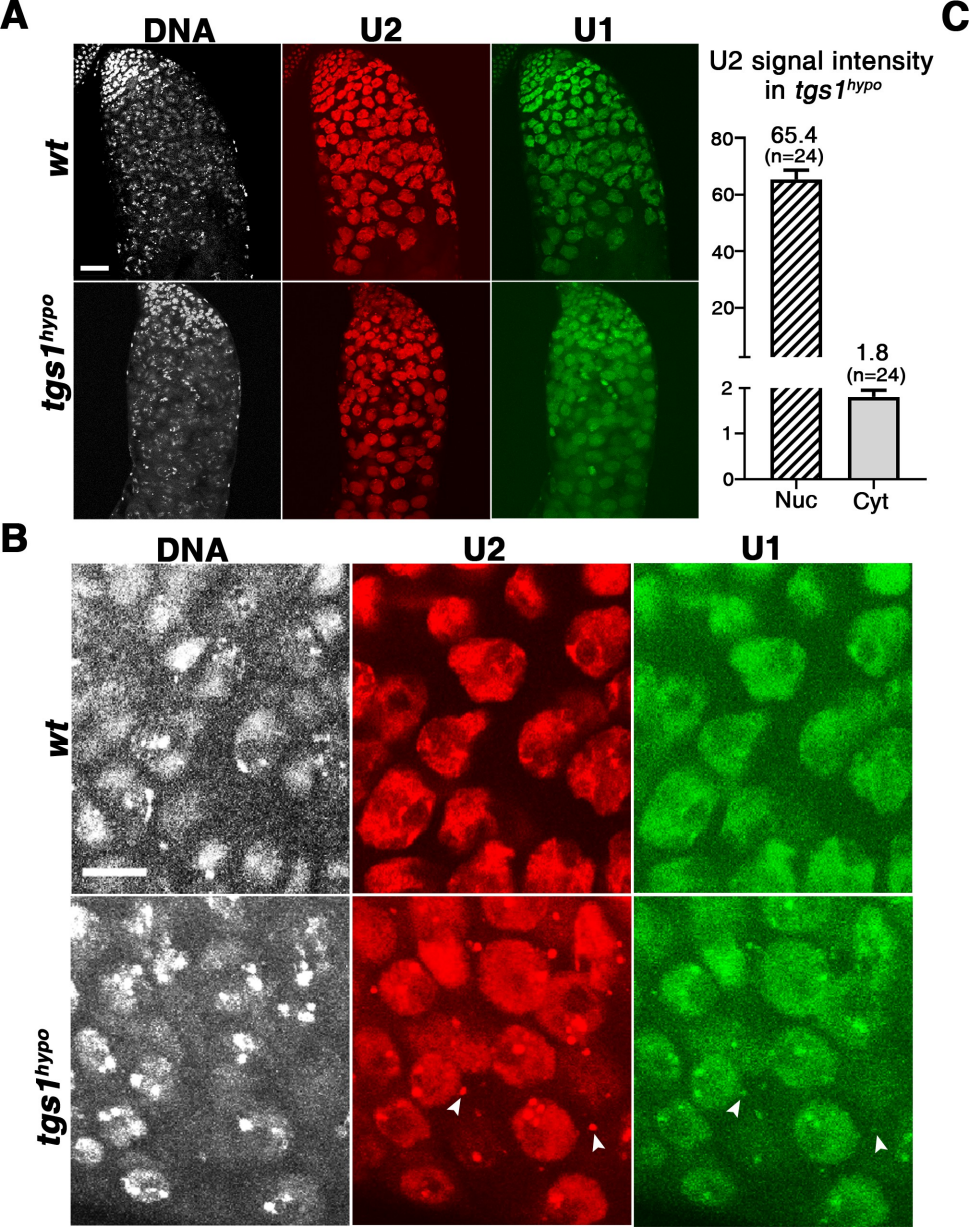
Spliceosomal snRNA localization in testes. FISH analyses of U1 and U2 localization in testes. **A** shows signal distribution in the pre-meiotic compartment of the testis, with DNA in white, U1 in green and U2 in red. Genotypes are listed to the left. Scale bar indicates 30μm. **B** shows FISH images with a higher magnification highlighting the nuclear distribution of U1 and U2 as well as non-nuclear puncta (marked with arrowheads). **C**. Quantification of fluorescent intensity of nuclear (Nuc) and non-nuclear (Cyt) U2 signals from 24 *tgs1*^*hypo*^ spermatocytes. Numerical data are included in S2 Data. For probe specificity and an overview of FISH signal distributions see S5A Fig. Scale bar indicates 10μm.

The spliceosomal snRNAs undergo a 3’ processing coupled with their transcription by RNA polymerase II [43, 44, reviewed in 4, 5]. Our results shown later that Tgs1 is primarily a nuclear protein prompted us to examine whether a loss of TMG affects processing, a nuclear event. Using an established qPCR-based method [37], we uncovered processing defects involving essentially all of the TMG-capped spliceosomal snRNAs, as shown in Fig 8B. We also performed Northern blot analyses to further characterize defective processing of U1. As shown in Fig 8C, U1 derivatives larger than the mature species become visible after overexposure of the Northern blot membrane. These larger species were estimated to constitute about 2% of total U1 snRNA. Therefore, a wildtype level of TMG seems to be essential for the initial processing of snRNAs. Since misprocessing happens to a minor portion of the spliceosomal snRNAs, it is unlikely to be the primary cause for the splicing defects in *tgs1*^*hypo*^ testes.

**Fig 8:**
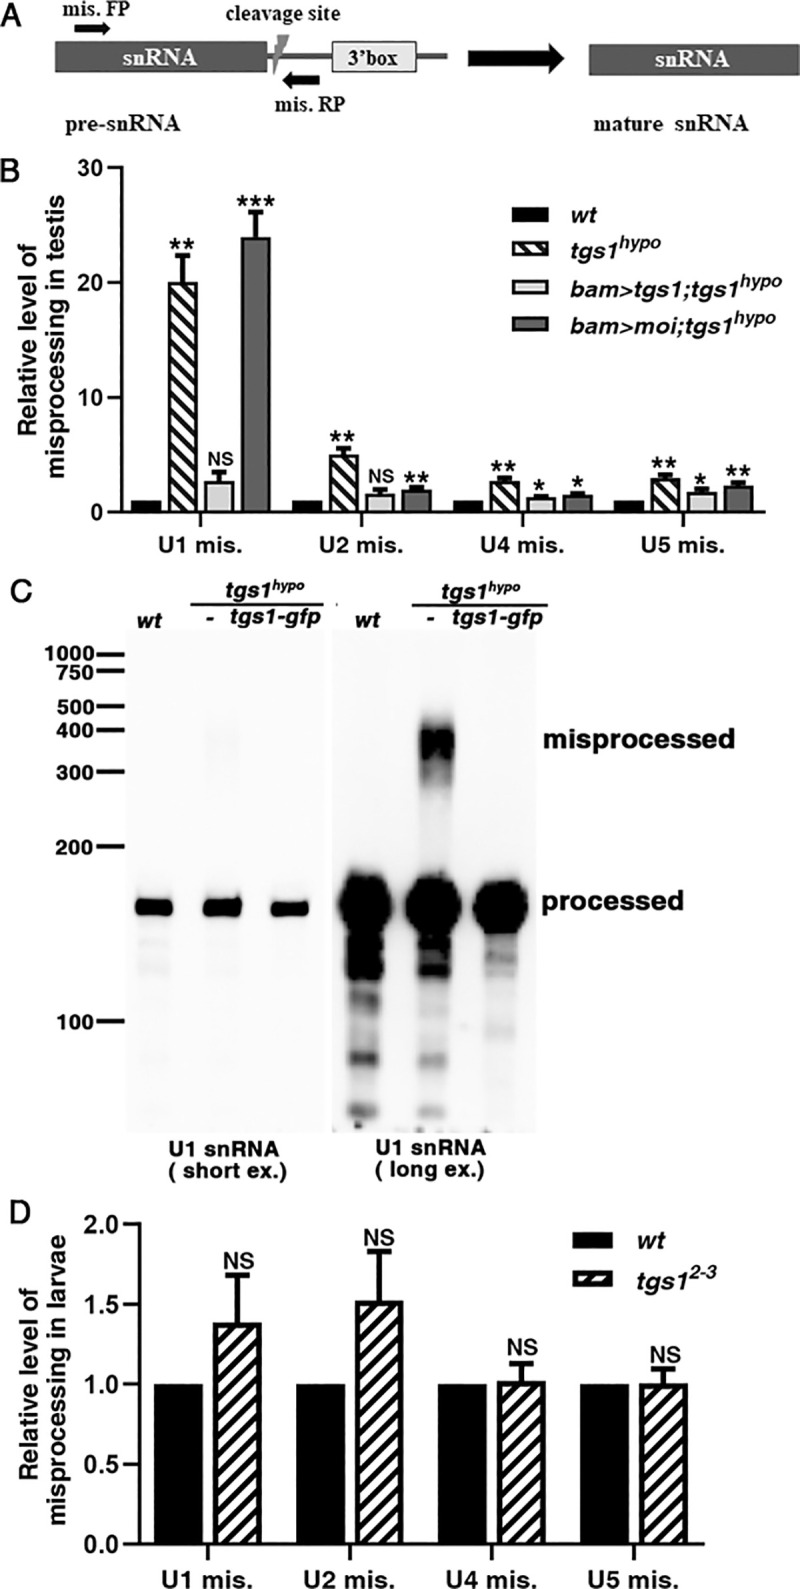
Defective post-transcriptional processing of spliceosomal snRNAs in *tgs1*^*hypo*^ testis. **A**. A diagram depicting the assay for measuring misprocessing. The approximate positions of the cleavage site (lightning symbol), the essential 3’ box element, and the primer pairs for RT-PCR are indicated. The diagram was modeled over the one in Ezzeddine et al. [37]. **B**. The level of misprocessing in *tgs1*^*hypo*^ testes. The level of the PCR products for every U snRNAs was set as “1” for the wildtype (*wt*) sample. The genotypes of the four samples are listed. Numerical data are found in S3 Data. **C**. Northern blot analysis of defective 3’ processing of U1 snRNA. A normal (short ex.) and over (long ex.) exposure of a single Northern blot membrane are shown side by side. The membrane was probed with U1 specific probes. The sizes and running positions of RNA markers are shown to the left. The genotypes are shown on the top, which include *tgs1*^*hypo*^ testes rescued by the *tgs1-gfp* transgene. The running position and “processed” and “misprocessed” U1 are indicated to the right. **D**. The lack of misprocessing in *tgs1* lethal mutants. The level of the PCR products for every U snRNAs was set as “1” for the wildtype (*wt*) sample. Numerical data are included in S4 Data. NS: not significant; ***: significant with a p<0.001 from t-tests; **: significant with a p<0.01 from t-tests; *: significant with a p<0.05 from t-tests.

### The persistent presence of TMG modification reduces splicing defects in lethal *tgs1* mutants

It is possible that the function of Tgs1, and that of TMG by extension, affects the processing of most if not all introns, and that the partial disruption of splicing in *tgs1*^*hypo*^ testes was the result of the hypomorphic nature of the mutation. This predicts that a stronger *tgs1* mutation will have a stronger effect on splicing. We thus generated new frame-shift mutations of *tgs1* using CRISPR-mediated mutagenesis (S1 Fig). These mutations (*tgs1*^*1-3*^ *and tgs1*^*2-3*^) behave as very strong loss-of-function mutations based on their effects on organismal viability (see S1 Text). The *tgs1*^*2-3*^ mutation with a 10bp deletion was chosen for all subsequent studies.

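RNA of second instar larvae was sequenced in 2 wild-type libraries and 2 *tgs1*2-3 libraries, each from about 80 larvae and also from RNA enriched for poly(A) tails. The sample labels give the genotype of the wild-type larvae as *tgs1*2-4 and that of the mutant larvae as *tgs1*2-3. The paper's text does not name *tgs1*2-4. The paper's name, wild type, is used here, and whether these control larvae carry a change in *tgs1* is not settled. The deposited table has FPKM values of 16902 entries, of which 15735 carry a FlyBase gene identifier and 1167 are assembled loci without one. Values add up to 646994 and 604401 FPKM in the wild-type libraries and to 601489 and 608104.5 FPKM in the mutant libraries. Mitochondrial genes make up 29.0% and 14.95% of the values of named genes in wild-type replicates 1 and 2, and 15.15% and 13.9% in *tgs1*2-3 replicates 1 and 2. A single gene, *mt:tRNA:Val-TAC*, holds 23.9%, 11.4%, 10.8% and 10.7% of these values in the same order. These are shares of FPKM, which is scaled to transcript length, and not shares of reads. As with the testes, no counts are given and the depth is unknown. The commonest ratio of the lowest values to those of wild-type replicate 1 was 1.06 in the other wild-type library and 1.03 in both mutant libraries. Across genes, Pearson's r on log2(FPKM + 1) was 0.929 between the wild-type libraries and 0.953 between the *tgs1*2-3 libraries, and 0.931 to 0.953 between libraries of different genotype, so the libraries did not group by genotype. The median SD between replicates was 0.24 on the log2 scale, against 0.095 in testes. The larval libraries were compared apart from those of testes, over 9545 named genes that passed the same filter, with the same test and limits.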

We again performed RNA sequencing to investigate whether defects in pre-mRNA splicing are present in mutant animals, which die at the second instar larval stage. To our surprise, bioinformatic analyses identified a much smaller increase of intron retention events from 70 in *wt* to 203 in the *tgs1*^*2-3*^ mutant (RI in Fig 4, right panel). Nor did we detect significant changes in expression level of most genes between the samples.

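Of the 9545 genes tested in larvae, limma called 0 higher and 0 lower in *tgs1*2-3, and the smallest adjusted p was 0.0886. At an unadjusted p under 0.05 there were 742 genes, 668 higher and 74 lower, where 477 would be expected with no change. This excess was gone under median-of-ratios scaling (422 genes) and quantile normalization (414 genes). It stayed with the replicate number as a block (550), no mean-variance trend (726), a pseudocount of 0.1 (728) and rescaling to a sum of 1000000 (746). The excess thus depends on how the libraries are scaled. The median log2 change was 0.25 over all tested genes, and -0.0063 after median-of-ratios scaling. An absolute log2 change of at least 1 was seen in 346 genes, of which 218 were higher and 128 lower. On simulated data with the spread of these libraries, the same test found 114 of 200 genes given a log2 change of 1.5, or 57%, and 195 of 200 genes given a log2 change of 3. A change of 1.5 would thus often be missed at this spread. The counts stayed at 0 under each alternative tried on the named genes except when *tgs1*2-3 replicate 1 was left out. In that case *Lsp2*, *Sgs7*, *TotA*, *Sgs8*, *Lsp1gamma*, *Sgs3* and *Fbp1* were called higher, with adjusted p from 0.027 to 0.039. Of the genes the paper names in its assays, *RpL32*, which was 2353 and 577 FPKM in wild type and 503 and 522 FPKM in *tgs1*2-3, had a log2 change of -1.18 (SE 0.68, adjusted p = 0.57 from limma). *janB* (0.49) and *Mst84Da* (-1.26) were not called either. The difference between testes and larvae was not tested, because the tissues carry different mutations and stand in separate tables. From the smaller splicing defect in these larvae, the paper goes on to examine the level of TMG.

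**Figure D2:**
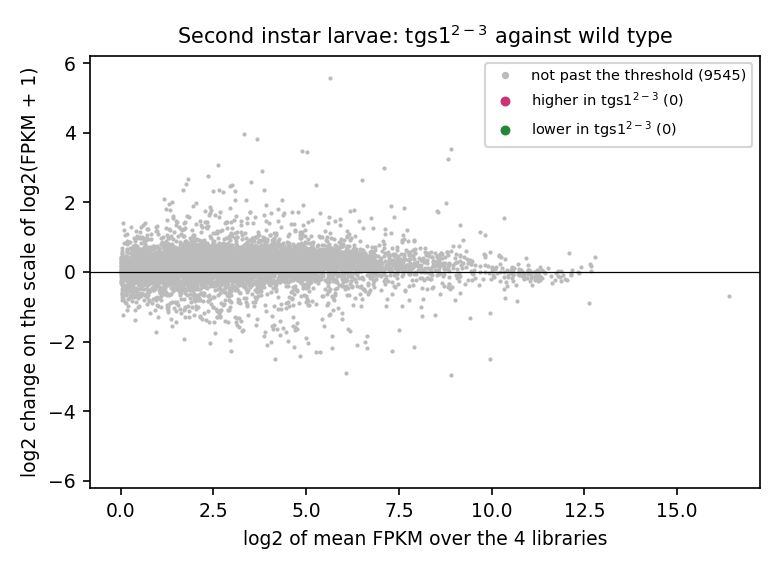
Log2 change of each of the 9545 genes tested in larvae against the log2 of its mean FPKM over the 4 libraries. Grey points are genes not called, and there are 0 called genes.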

This lack of a strong splicing defect in the much stronger *tgs1* mutants prompted us to investigate the level of TMG. In immunostaining experiments using anti-TMG antibodies, we did not observe an overt drop in TMG level in somatic cells from frameshift mutants (Fig 9). In RNA IP with anti-TMG antibody, we observed a less than 2-fold difference in TMG recovery between the wild-type and mutant samples (bottom right panels in Fig 3). In addition, U1 and U2 are expressed at or near normal level (bottom left panels in Fig 3) and remain nuclear in the lethal mutants (S5B Fig). Remarkably, the 3’ processing defect observed in *tgs1*^*hypo*^ mutant testes was also alleviated in *tgs1*^*2-3*^ mutant larvae (Fig 8D). These results taken together suggest that the reduction of intron retention in the mutant transcriptome is related to the near normal level of TMG modification. Since that homozygous mutant animals had heterozygous mothers, we suspect that maternal contribution of TMG capped RNA molecules persists into the second instar stage, accounting for the near normal level of TMG in total RNAs. This is conceivable since U snRNPs are remarkably stable complexes [45].

**Fig 9:**
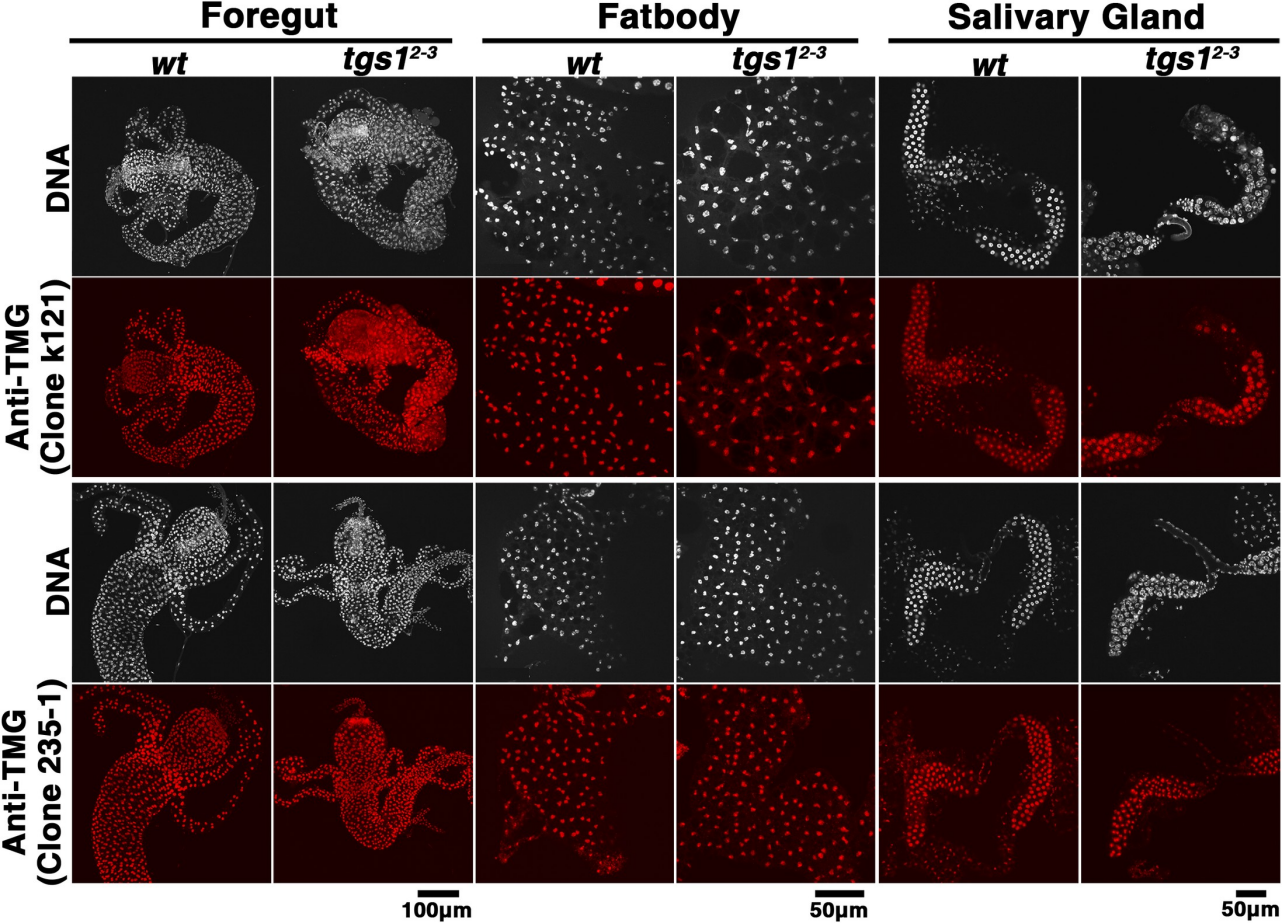
Near normal TMG levels in *tgs1* knock-out animals. Immunostaining of larval tissues with two anti-TMG monoclonal antibodies (clone numbers indicated in parentheses) showing DNA in white and antibody signals in red. Genotypes and the names of tissue examined are listed at the top.

Therefore, the lethality caused by *tgs1* frameshift mutations was not the result of wide spread intron retention events. It is possible that it was caused rather by defective splicing of a very few essential genes. To identify possible candidates, we manually annotated the 203 events of intron retention in mutant larvae, which are listed in S6 Table. Using information from flybase (flybase.org), we classified the affected genes as whether they are known essential genes, and whether they have a tissue specific expression pattern. 

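S6 Table holds 203 introns in 195 genes, of which 173 have a value in the larval table and 157 passed the filter. Of these 157 genes, 129 rose and 28 fell in *tgs1*2-3 larvae. Their median log2 change was 0.24, and -0.0089 relative to all tested genes (limma camera adjusted p = 0.90, with the direction of the test up). That sign was positive with no filter on low values and when *tgs1*2-3 replicate 1 or wild-type replicate 2 was left out. Over all genes 0 of them were called, and adjusted over the list alone 5 were called higher and 0 lower. The list was chosen by the study on these libraries, so the count over the list alone is not independent evidence. The gene of the table with the highest FPKM, *RpL29*, had 1794 ± 177 FPKM in wild type and 1789 ± 142 FPKM in *tgs1*2-3 (SD, n = 2 each). The paper's table marks 51 genes as essential, and 43 of these passed the filter. Among them 38 rose and 5 fell, with a median log2 change of 0.31 and 0 calls. The 102 tested genes that it marks as not essential had a median of 0.21, also with 0 calls. Genes whose introns have a higher IR ratio in the mutant in the paper's table had a median of 0.24 (114 genes), and those with a lower one 0.25 (43 genes). FPKM values count reads of spliced and unspliced RNA alike, so they measure the RNA level of these genes and not how much of it is spliced. Because many of the affected genes are known to be essential, the paper reasons against a loss of function in a very few key genes as the cause of lethality.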

Since many affected genes are known to be essential, we do not favor the hypothesis that loss-of-function due to defective splicing in one or a very few key genes accounts for the lethality. Nor did we identify a clear candidate tissue that was predominantly affected by genes with defective splicing in the mutant.

### Tgs1 is primarily a nuclear protein with an enrichment at the nucleolus

The cellular localization of Tgs1 proteins seems to differ among different organisms, with a primarily nuclear localization reported for yeast [18], Trypanosoma [46], Plasmodium [47], transfected mammalian cells [48], and simultaneous cytoplasmic and nuclear localizations of human Tgs1 [49, 50]. Interestingly, nucleolar enrichment has been reported for the yeast protein [51].

Absent of a Tgs1 antibody, we used a *gfp*-tagged *tgs1* transgene in the investigation of Tgs1 localization in Drosophila cells. To ensure that *in vivo* localization of Tgs1-GFP accurately reflects that of the endogenous Tgs1 protein, we carried out an extensive analysis on how well the *tgs1-gfp* transgene rescues the various defects displayed by hypomorphic and lethal *tgs1* mutations. Results from this analysis are shown in S7 Table and S6 Fig. At the organismal level, *tgs1-gfp* fully rescued male fertility to *tgs1*^*hypo*^ animals, and viability to *tgs1*^*2-3*^ animals (S7 Table). At the cellular level, *tgs1-gfp* restored TMG level and 3’ processing of U1 to the wildtype level in the testis (S6A Fig and Fig 8C). Finally, at the molecular level, *tgs1-gfp* restored normal splicing to genes that were affected by *tgs1*^*hypo*^ (S6B Fig). Therefore, we are confident that Tgs1-GFP would share very similar if not identical distribution pattern with Tgs1 proteins produced from its endogenous locus.

We discovered that Tgs1 is kept at a low level in that GFP fluorescence was not discernably higher than background fluorescence in diploid cells. Nevertheless, it is visible in polyploid cells such as those in salivary glands and fat body of third instar larvae, and follicle and nurse cells in adult ovaries. In these polyploid cells, Tgs1-GFP is primarily nuclear and enriched in the nucleolus, which can be marked with the nucleolar Fibrillarin (Fib) protein (Fig 10). Therefore, Drosophila Tgs1 appears primarily a nuclear protein with an enrichment at the nucleolus in polyploid cells. However, our live analysis cannot rule out the presence of a low level of Tgs1-GFP in the cytoplasm.

**Fig 10:**
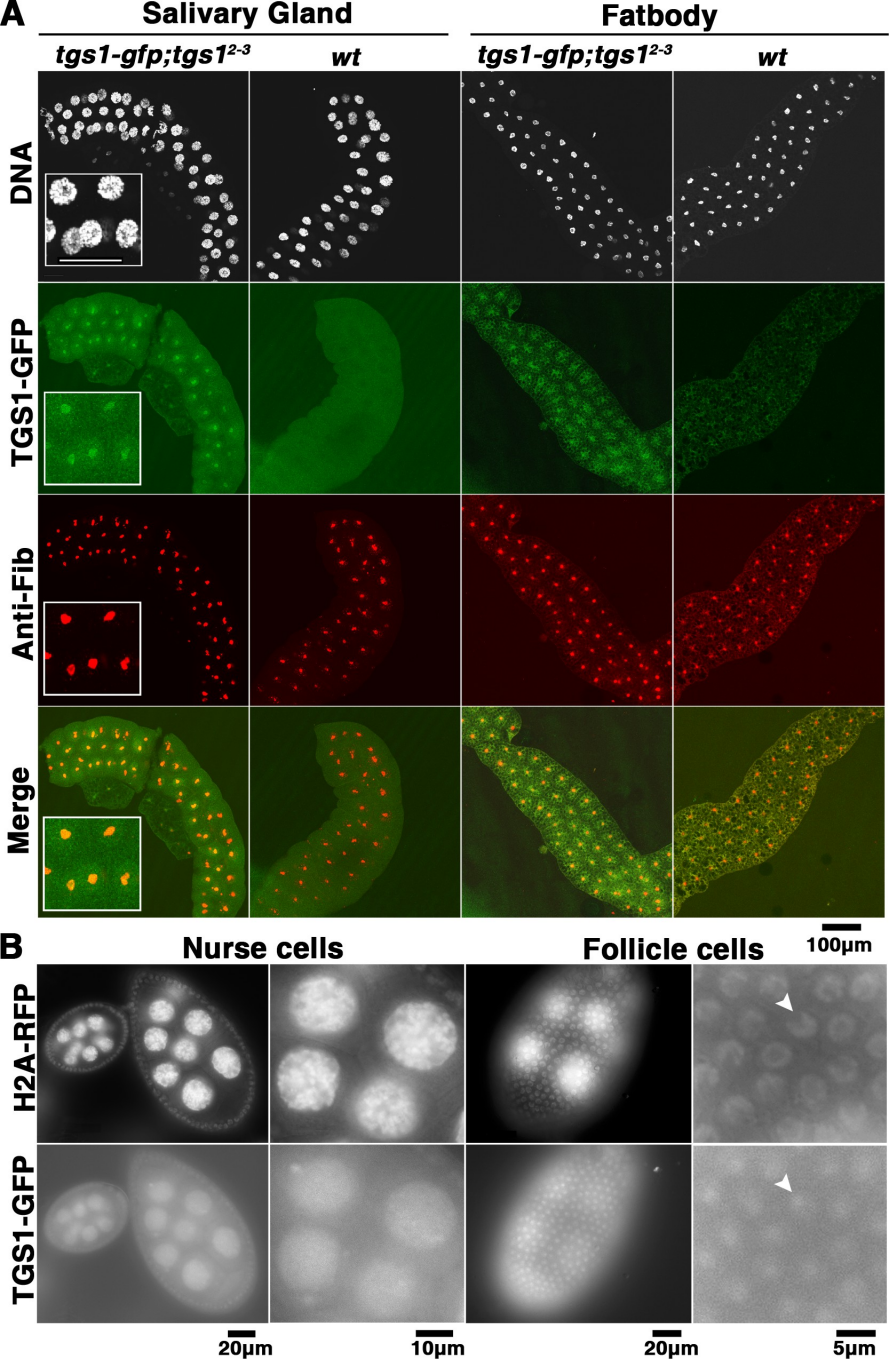
Tgs1 is primarily a nuclear protein enriched at the nucleolus. **A**. Tgs1-GFP localization in larval tissues. Tissues from third instar larvae homozygous for the *tgs1*^*2-3*^ frameshift allele and for a transgene carrying a *gfp*-tagged *tgs1* gene were dissected and fixed. Tissues from wildtype animals without *tgs1-gfp* were used as controls. GFP fluorescence (in green) was observed directly, while signals of the Fib nucleolar protein (in red) was assayed by immunostaining. The inserts in “Salivary Gland” show magnified images highlighting the nucleolar enrichment of Tgs1-GFP. Scale bar in the insert indicates 50μm. **B**. Live analyses of ovaries from adults of the same genotypes as those in **A**, but also expressing RFP-tagged H2Av as a nuclear marker. The nucleolus does not appear as a distinct structure in nurse cells whereas it appears as a chromatin-dark area inside the nucleus of a follicle cell (arrowheads) where Tgs1-GFP appears to enrich.

## Discussion

TMG capping of RNAs represents a conserved and prevalent modification in eukaryotic organisms. Yet prior studies pointed to the possibility that additional functions of the TMG cap exist that are specific for multicellular organisms since the loss of Tgs1, the enzyme solely responsible for synthesizing TMG, does not support life in mice or flies. Here we conducted a developmental study of *tgs1* in the genetically tractable model of Drosophila. Although our results are consistence with the loss of TMG having a more severe effect on pre-mRNA splicing in complex organisms, they also revealed that the lethality of *tgs1* mutants needs not be accompanied by a strong defect in splicing. In addition, strong reduction of TMG disrupts splicing in the germline without entailing a similar effect on the nuclear retention of spliceosomal snRNAs. Interestingly, partial loss of TMG affects transcription-coupled processing of snRNAs. These findings suggest major modifications to the current understanding of the molecular function of TMG.

### A previously untested hypothesis for the role of TMG cap in splicing regulation

The abundance of TMG on spliceosomal snRNAs justifies the significant prior effort on investigating its role in splicing regulation. In a large body of work on splicing reconstitution, *in vitro* synthesized snRNAs without the TMG cap were used successfully in various steps of the splicing reaction [e.g. 52–56]. In fact, the requirement of TMG for the *in vitro* formation of splicing complexes was specifically tested in as least one study from which the same conclusion as above was drawn [57]. This argues strongly that TMG is not part of the structural element on spliceosomal snRNAs intrinsically required for the biochemistry of pre-mRNA splicing. Nevertheless, a large body of work in vertebrate cells led to the conclusion that TMG is a part of the signal directing the nuclear import of spliceosomal snRNAs (reviewed in [4, 5]). Since spliceosomal snRNP maturation requires a cytoplasmic step in higher eukaryotes but not fungi, this molecular function of TMG offers a logical reconciliation between the general lack of growth defect in yeast *tgs1* mutants and the indispensable role of TMG for the development of mice and flies. However, this assumes that the cause of death in mouse and fly *tgs1* mutants is related to splicing. This hypothesis remains untested before our study.

### Possible causes for defective splicing upon TMG loss

We showed that a strong reduction of TMG level on spliceosomal snRNAs had a great impact on splicing in Drosophila testis. However, we also showed that this loss of splicing efficiency does not have to involve a disruption of the nuclear localization of spliceosomal snRNAs. Since the levels of spliceosomal snRNAs in the mutant testes remain normal, the strong reduction of TMG in mutant testes argues that a significant portion of the snRNAs in the nucleus lack the TMG cap. In addition, a significant portion of spliceosomal snRNAs in the mutant nuclei must not have been functional based on the splicing defects that we observed. How much of these two populations overlaps required additional investigation. In a previous study of human Tgs1 [30], RNAi-mediated reduction of Tgs1 to a level less than 10% of the normal one did not cause a discernable accumulation of U2 or U4 in the cytoplasm. These results would have been consistent with what we observed in flies, suggesting TMG is not needed for nuclear transport. Unfortunately, the endogenous TMG level was not determined in the human study and therefore it could not be ruled out that the exclusive nuclear localization of U2 and U4 in *tgs1* knock-down human cells was due to the persistent presence of the TMG cap on those snRNAs.

It is possible that the maturation of spliceosomal snRNAs does not requires a cytoplasmic step in Drosophila as the case in yeast and Trypanosomes. We consider this unlikely as all members of the machinery important for snRNA shuttling have fly homologs (reviewed in [4]), even though species specific feature of the import exists in Drosophila [58]. In addition, spliceosomal complexes in human and flies share highly similar protein composition and ultra-structure [59]. Another pathway controlled by the Sm-core proteins has been shown to mediate snRNA nuclear import independent of the TMG cap (reviewed in [4, 5]). Prior evidence suggests that such pathway is functional in Drosophila [58]. To help determining whether nuclear U1 and U2 in *tgs1*^*hypo*^ testes are indeed transported via this pathway requires genetic manipulations in which core components of the pathway are also knocked out in the mutant testes.

On the possible cause for defective splicing upon TMG loss, we speculate that it is the reduction of the effective concentration of functional snRNPs, which could be due to the gain of one or more abnormal interactions as a result of missing the TMG cap. Our proposition resonates with what have been observed in *tgs1* mutants in the budding yeast [22]. Through extensive proteomics analyses, it was discovered that TMG-less U1 acquires an ectopic interaction with the nuclear Cap Binding Complex (CBP). Remarkably, this ectopic interaction likely causes the cold-sensitive growth defect in *tgs1* mutants as a mutation in CBP that weakens the ectopic interaction rescues the cold-sensitive phenotype. Since the ectopic CBP-U1 interaction was discovered by immunoprecipitating protein components of the normal U1 RNP, additional ectopic interactions might have been missed in the yeast study, that might involve TMG-less snRNAs with factors that are not normal components of the snRNPs. Hazardous interactions similar in nature might be the underlying cause for the splicing abnormality that we observed in *tgs1* mutant flies. These interactions might reduce the effective concentration of functional snRNPs so that introns that are more difficult to splice might be at a disadvantage when competing for spliceosomal snRNPs. The cytoplasmic puncta that appear in mutant testicular cells might also be the result of such spurious interactions, further reducing the level of functional snRNPs.

It is surprising that 3’ processing of some of the spliceosomal snRNAs is defective in *tgs1*^*hypo*^ testis. The processing of these snRNAs has been shown to be coupled with transcription and therefore represents one of the earliest steps in snRNA biogenesis (reviewed in [4], [5]). TMG capping, on the other hand, is believed to be entirely cytoplasmic in higher eukaryotes and the last modification happened to snRNAs. We consider it unlikely that this effect of Tgs1 partial loss-of-function on snRNA 3’ processing is independent of Tgs1’s function in TMG synthesis. Since larvae carrying stronger *tgs1* mutations displayed normal snRNA processing accompanied by normal levels of TMG, we suggest that defective processing is likely linked to the loss of TMG. We considered the possibility that defective processing was an indirect effect of defective splicing affecting factors important for processing. The Integrator complex plays an essential role in 3’ processing of snRNAs (reviewed in [4, 5, 37]). However, we discovered that genes for subunits of the complex are not present in the list of genes whose splicing was disrupted in *tgs1* mutants. Therefore, evidence supporting an indirect effect remains absent. This interconnection that we uncovered between two events supposedly separated in time and space represents another reminder that the complexity of TMG function is far from being understood.

### The universal function of TMG as a regulator of RNA-protein interaction

As one searches for the fundamentally conserved function of TMG, one needs to consider other cases in which TMG plays an important biological role. The biological phenomenon of trans-splicing is another case in which much effort has been spent on elucidating the function of the TMG cap (reviewed in [9]). In many organisms, including the model worm *C*. *elegans*, a significant portion of the mRNA molecules acquire a 5’ TMG cap via a trans-splicing reaction involving the Spliced Leader (SL) RNA that is capped with TMG. At least one of the functions of this mode of trans-splicing is to facilitate the maturation of mRNA molecules from poly-cistronic genes in eukaryotes. Nevertheless, the SL leader itself is non-coding and has features, including secondary structure and the binding of SM proteins, that are similar to those of U snRNAs [10]. The fact that SL RNAs in many of the parasitic organisms is not TMG capped suggests that TMG is not a feature essential for trans-splicing *per se*. It is known that cap binding complexes for translation discriminate between m7G and TMG caps [60]. Elegant biochemical and structural studies revealed that the TMG cap, together with specific segment of the SL RNA ensure efficient translation of SL-spliced mRNAs [61]. Therefore, in the case of trans-splicing, TMG mediates the interaction with the translational machinery.

It is interesting that TMG capped RNAs are overwhelmingly non-coding: snRNAs, SL RNA, snoRNA, the RNA template for the telomerase enzyme, and miRNAs. We speculate that TMG serves to regulate the interaction between non-coding RNAs and the proteins important for their functions. Such regulations can be positive, as in the case of translation of SL-spliced mRNA, and in the case of snRNA nuclear import in which TMG is specifically recognized by the Snurporin 1 protein [62]. Such regulations can also be inhibitory in nature, as in the case of preventing ectopic interaction involving spliceosomal snRNAs in yeast [22] and possibly in flies (this study).

It is interesting that the U7 snRNA in Drosophila and U2.3 snRNA in Arabidopsis, although themselves being non-coding, permits translation of a downstream reporter gene in hybrid transcripts where the snRNA essentially serves as a 5’ UTR [37, 63]. Therefore, it is possible that the TMG cap prevents normal snRNAs from being recognized as peptide-encoding, the failure of which would have grave consequences giving the large amount of snRNAs in the cell.

### Tgs1’s essential role in animal development and its relationship with pre-mRNA splicing

The early lethality of animals homozygous for our loss-of-function *tgs1* mutations seems at odds with RNA sequencing results showing little defect in pre-mRNA splicing. The substantial TMG level present in those animals provides a plausible explanation. There has not been a de-capping enzyme identified that removes TMG. Therefore, the life of TMG could be as long as the RNA that they cap. It has been shown that U snRNPs could have half-lives up to five days in mammalian cells [45]. This extreme stability of U snRNPs coupled with the preponderance of maternal supply of Tgs1 activity could maintain a substantial level of TMG in second instar *tgs1*-mutant larvae. This in turn ensures proper splicing and normal snRNA processing to proceed.

It is possible that defective splicing of a very few critical genes is sufficient for organismal death. However, this was not supported by our functional annotation of the affected genes identified by RNA seq. It is also possible that the lethality was the accumulative effect of defective splicing of multiple genes. Alternatively, the cause for lethality could be the functional disruption of one or more less abundant TMG-capped RNA molecules, independent of pre-mRNA splicing. Without TMG, such transcripts might become unstable or engage in other interactions deleterious to its function. A systematic identification of other TMG-capped RNAs, similar to what has been done in *C*. *elegans* [64], is required for a better understanding of Tgs1 function in development. Our *tgs1* mutations would facilitate functional validation of any such TMG-capped RNAs identified.

## Supporting information

S1 Text Supplemental methods and Data. Characterization of the moi/tgs1 alleles; Identification of splicing defects by whole genome RNA sequencing.
(DOCX) Click here for additional data file.

S1 Fig *tgs1* mutant alleles and their organismal phenotypes. **A**. Genomic structures of *moi/tgs1* alleles used in this study. The names of the alleles are displayed at the left. At the top is the wild type locus with coding regions denoted as rectangles. In *moi*^*CB0*^, a P transposable element was inserted into exon 2 of *moi*. In *tgs1*^*15-11*^, the insertional positions of the four elements are indicated. For details see S1 Text. The two Cas9-induced alleles have a 5bp and a 10bp deletion in *tgs1* coding region respectively. The *tgs1*^*2-3*^ allele was mainly used in this study. **B**. The *tgs1*^*hypo*^ mutation disrupts fertility. Progeny counts from female or male parents of the indicated genotypes were plotted. **C**. The *tgs1*^*hypo*^ mutation affects both *moi* and *tgs1* expression. Gel pictures of a semi-quantitative RT-PCR assay using total RNA from females (top) and males (bottom) are shown with sample genotypes listed at the top and names of target gene listed at the bottom. The *tbp-1* gene was used as a control. “M” denotes molecular markers with size in basepairs. **D**. Structures of various rescuing constructs (left) and their effects on viability and male fertility (right). The “Genomic construct” provides functions of both Moi and Tgs1. The cDNA fragments were cloned into *UAS*-containing constructs for Gal4-driven expression providing function of Moi or Tgs1 individually. The *moi*^*G45R*^ construct contains a wildtype *tgs1* gene but a Gly to Arg mutation at codon 45 of Moi. The *tgs1-gfp* construct was used in Tgs1 localization studies. In the “Genotype-Phenotype” table, the rescuing constructs are listed in brackets, with “+” (“-“) indicating the ability (inability) of a construct to rescue. N.A.: not applicable. The number of individuals tested for fertility are listed as “n”. For viability rescue, numerical data are provided in S7 Table. For the *[actin>moi]; moi*^*CB0*^ combination, the asterisk indicates that the *moi* transgene was able to rescue telomere fusion due to the loss of telomere capping function of Moi, even though it did not rescue viability due to the disruption of Tgs1 function in the mutant. The telomere fusion phenotype of *moi*^*CB0*^ is shown in **E. E.** Chromosome squashes from mitotic nuclei of larval neuroblasts with all chromosomes labelled. The nucleus at the left was homozygous for *moi*^*CB0*^, displaying end-to-end fusions involving chromosomes *Y*, *II* and *III*. The nucleus at the right was from a *moi*^*CB0*^ homozygote carrying an actin-Gal4 driven *uas-moi* rescue, showing normal chromosomal configurations.
(TIF) Click here for additional data file.

S2 Fig TMG levels in somatic tissues of tgs1hypo larvae. Immunostaining of somatic tissues from third instar larvae with anti-TMG (clone K121). Genotypes and the names of the tissue examined are listed at the top.
(TIF) Click here for additional data file.

S3 Fig Loss of Tgs1 disrupts gene expression in the testes. **A**. A graph summarizing gene expression differences between wildtype and mutant testes with each dot representing a gene. Over 300 genes (pink dots) were called as up-regulated and over 1000 (green dots) as down-regulated. **B**. Quantitative RT-PCR validation of *tgs1*-affected gene. Three genes with important roles in regulating the male meiotic program were chosen. In addition to testicular samples from wild type and *tgs1*^*hypo*^ animals, those from *tgs1*^*hypo*^ with a *tgs1*-only rescue (*bamgal4>tgs1*) or a *moi*-only rescue (*bamgal4>moi*) were also included in the analysis. NS: not significant; *: p<0.05, **: p<0.01, ***: p<0.001, and ****: p<0.0001. Numerical data are shown in S1 Data.
(TIF) Click here for additional data file.

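Of the 11343 genes tested in testes, 402 were called higher and 806 lower in *tgs1* hypo, so that 33.3% of the calls were higher. The log2 change had a median of 0.11 over all tested genes. Dropping the limit on the log2 change moved these counts most, to 3893 genes higher and 2655 lower. Median-of-ratios scaling, under which the median change was -0.0020, gave 265 genes higher and 998 lower. A pseudocount of 0.1 gave 554 higher and 1047 lower. The largest rise on the log2(FPKM + 1) scale was that of *MstProx* (FBgn0015770), from 1.59 ± 0.172 FPKM in wild type to 33.6 ± 0.171 FPKM in *tgs1* hypo (SD, n = 2 each; log2 change 3.74, SE 0.11, adjusted p = 7.3e-06 from limma). It lies on 3R from 7365939 to 7369305 and overlaps *Mst84Da*, which is on the opposite strand. *snRNA:U1:21D* (FBgn0003916), on 2L from 901491 to 901654, is listed at 0 in both wild-type libraries and at 7.54 and 11.6 FPKM in the *tgs1* hypo libraries, so no fold is given. The next largest rises on this scale were those of the pseudogene *CR43734* (3.33), *Cad99C* (3.20), which overlaps *dgt1*, and *CG13728* (3.18). The largest falls were those of *CG31526* (-4.31), a noncoding RNA gene that overlaps *CG34357*, and *CG33934* (-4.30), which overlaps *Indy-2* and *CG17193* and is listed at 0 in *tgs1* hypo replicate 1. *CG34274* (-4.08), *CR44105* (-4.05) and *CG33286* (-3.99) followed. The order depends on the pseudocount. With 0.1 the other 4 rises named here were each larger than that of *MstProx*, and *CR44105* had the largest of the falls named. Among these genes the highest limma adjusted p was 0.00022, for *CG33934*, which also had the largest standard error (0.41).

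**Figure D3:**
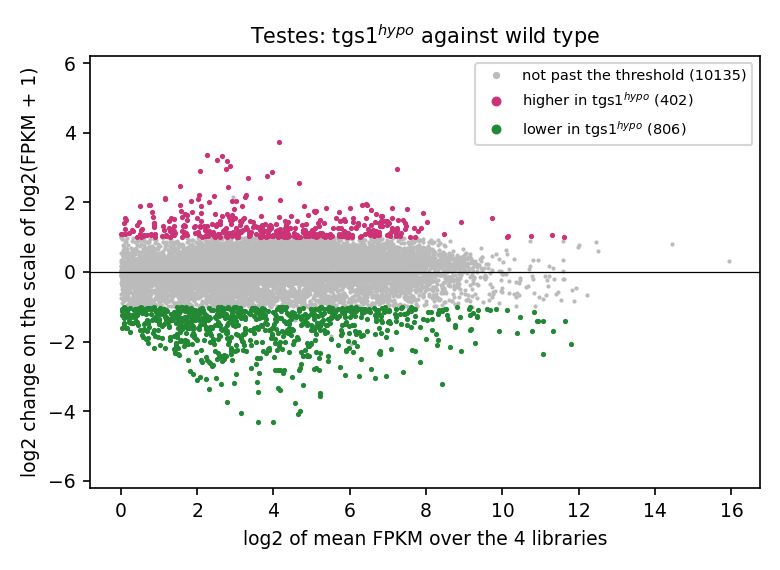
Log2 change of each gene tested in testes against the log2 of its mean FPKM over the 4 libraries. The 402 genes called higher in *tgs1* hypo are in pink and the 806 called lower in green.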

S4 Fig Validation of additional intron retention events in tgs1hypo testes. **A**. The PCR-based assay. To the left is a diagram depicting the RT-PCR approach for validating intron retention events, with the two primers covering the intron of interest shown as “FP” and “RP”. The center displays a hypothetical DNA gel picture indicating the approximate positions of the two different products (“spliced” and “unspliced”). A description of the PCR templates (1–5) is provided at the right. In addition to wild type and mutant samples, those from *tgs1*^*hypo*^ with a *tgs1*-only rescue (*bamgal4>tgs1*) or a *moi*-only rescue (*bamgal4>moi*) were also included. **B**. Image of the actual DNA gels showing 25 introns with (left panels) and 15 introns without (right panels) intron retention events. The name of the gene is listed above the gel picture with the numbers in parenthesis designating the affected intron. For example, “1/3” means the first of the three introns was assayed.
(TIF) Click here for additional data file.

S5 Fig FISH analyses of U1 and U2 localization in testes and larval tissues. **A**. Whole testis view of DNA (white), U1 (green) and U2 (red) signal distributions with the genotypes listed at the left. Both anti-sense (left) and sense (right) probes were used in FISH. **B**. U1 and U2 distribution in larval tissues.
(TIF) Click here for additional data file.

S6 Fig Tgs1-GFP carries normal Tgs1 functions. **A**. Immunostaining of testes with two anti-TMG monoclonal antibodies (clone numbers indicated in parentheses). Genotypes were listed at the top. In addition to testes from wild type (*wt*) and *tgs1*^*hypo*^ (*-*) animals, those from *tgs1*^*hypo*^ with a *tgs1-gfp* rescue were also included. Scale bars indicate 50μm. **B**. RT-PCR results for detecting pre-mRNA splicing. A PCR-based assay identical to that described in Fig 3 was used to test the extent of rescue by *tgs1-gfp*. The PCR templates (1–4) are as followed: 1, genomic DNA; 2, cDNA from *wt* testes; 3, cDNA from *tgs1*^*hypo*^ testes; and 4, cDNA from *[tgs1-gfp]*, *tgs1*^*hypo*^ testes. The name of the gene is listed above the gel picture with the numbers in parenthesis designating the affected intron. For example, “1/3” means the first of the three introns was assayed.
(TIF) Click here for additional data file.

S7 Fig Graphical description of bioinformatic analyses of splicing events. **A**. Pipeline of bioinformatic analysis. RNA from testis samples from *wt* and *tgs1* mutants were prepared and sequenced with two replicates. After reads filtering we mapped clean reads to fly genome (flybase dmel_r6.16 version) with HISAT2. Gene expression levels were calculated with featurecount and DESeq2. Alternative splicing differences between *wt* and *tgs1* samples were identified with rMATS. **B**. Measurement of intron retention level. As rMATS only detects alternative intron retention events but could not measure retention of constitutive introns, we designed a custom script to identified total intron retention events of all annotated introns. To estimate the intron retention levels, we classified reads mapped to proximal region of splice sites into different types (top diagram). Exonic reads (grey) are from both spliced and unspliced isoforms. Intronic reads (black) are from unspliced isoforms as well as alternative exons within the intron. Exon-intron reads (red) that were mapped to exon-intron junctions come from unspliced isoforms. Exon-exon junctions reads are from spliced isoforms only. The accumulation of reads at a splice site was sketched in the bottom diagram as different color represents different types of reads. We measured intron retention levels by calculating the ratio between the reads coverage (Cov) in exon region (e) and intron region (i) proximal to a splicing site, which represents the proportion of intron retention isoforms to total transcripts at the splice site. We made a library of annotated introns from fly genomic annotation (gtf) file then compared intron retention levels (IR) in wildtype and mutant samples. The introns with |IRwt—IRmut| > 0.05 and P value < 0.05 (ANOVA test) at both 5’ and 3’ splice sites were identified as retained introns.
(TIF) Click here for additional data file.

S1 Table List of primers used for making the rescue constructs. (DOCX) Click here for additional data file.

S2 Table List of snRNA probes for Northern blots and FISH. (DOCX) Click here for additional data file.

S3 Table List of primers used for qPCR and RT-PCR. (DOCX) Click here for additional data file.

S4 Table The complete list of the 2271 introns affected in tgs1hypo testes. (XLSX) Click here for additional data file.

S5 Table The complete list of the five groups of randomly selected “control” introns used in Fig 6. (XLSX) Click here for additional data file.

S6 Table The list of defective introns from larvae RNA seq experiments. (XLSX) Click here for additional data file.

S7 Table Tgs1-GFP fully rescues the lethal and sterile phenotypes of tgs1 mutations. (DOCX) Click here for additional data file.

S1 Data Numerical data for S3B Fig. (XLSX) Click here for additional data file.

S2 Data Numerical data for Fig 7C. (XLSX) Click here for additional data file.

S3 Data Numerical data for Fig 8B. (XLSX) Click here for additional data file.

S4 Data Numerical data for Fig 8C. (XLSX) Click here for additional data file.

# Supplementary material for: Loss of the RNA trimethylguanosine cap is compatible with nuclear accumulation of spliceosomal snRNAs but not pre-mRNA splicing or snRNA processing during animal development
**Source:** PLoS Genet. 2020 Oct 21;16(10):e1009098. doi: 10.1371/journal.pgen.1009098
**Supplement:** S1 Text — Characterization of the moi/tgs1 alleles; Identification of splicing defects by whole genome RNA sequencing.

**Supplemental Text for Cheng et al. 2020**

**Characterization of *moi/tgs1* alleles**

The *moi^CB0^* allele has a *P* element inserted into the second exon of the *moi* coding region without disrupting the coding region of *tgs1* [1, 2]. The second allele, which we name *tgs1^15-11^*, was generated during our genetic study of *moi* [3]. It has four alterations to the gene region: (1) a DNA fragment encoding a 3xHA epitope tag was inserted downstream of the *moi* ATG codon and in frame with the *moi* coding region; (2) an *Asis*I restriction site was introduced into the first intron of *moi* as the result of using recombineering to modify *moi* [4]; (3) a GAA to GTA codon change of *moi* encoding an E30V change in the protein; and (4) an insertion of an *attR* site after the *tgs1* *3’UTR* as a result of applying a gene targeting method combining homologous recombination and phi-C31 site-specific integration [5].

Various transgenic constructs were also generated to provide Tgs1 and Moi functions individually. A 4kb genomic fragment containing both *moi* and *tgs1* coding regions as well as 1kb upstream and 1kb downstream of the coding regions was PCR amplified and sub-cloned. To disrupt Moi function in this construct, a previously characterized *G45R* mutation was introduced by site-directed mutagenesis [3]. A mis-sense instead of a non-sense mutation was used here in order to eliminate any potential effect of the non-sense mediated mRNA decay machinery from affecting the mRNA level of *tgs1* due to a premature STOP in *moi* mRNA, since the two transcripts are a single identity. In an earlier study of *moi*, a *G45E* mutation was identified as one of the strongest *moi* mutations genetically [2]. We also used Gal4-UAS to supply Moi or Tgs1 individually. The cDNAs of *moi* and *tgs1* were cloned individually to the vector pUAST-attB in which cDNA expression is driven by *UAS* elements. To drive expression in the male germline, *bam-gal4* was used, and *actin-gal4* was used to drive expression ubiquitously. Importantly, *actin*-driven expression of *moi* was able to eliminate telomere fusion in *moi^CB0^* mutants: none of 65 of the “rescued” nuclei had fusion (one shown in S1E Fig, right) whereas all of the 41 of the mutant nuclei had fusion (one shown in S1E Fig, left). For *tgs1* rescue results see S1D Fig.

The *tgs1^1-3^* and *tgs1^2-3^* are new alleles that we generated using CRISPR-Cas9 mediated mutagenesis as described in Materials and Methods. Both alleles are small deletions that causes a frameshift in the open reading frame of *tgs1*, and the first in-frame ATG is about 504bp downstream of the mutations. Both alleles are recessive lethal during the second instar stage. Trans-heterozygotes with all of the allelic combinations behaved the same as homozygotes for any individual allele. Moreover, animals trans-heterozygous for either of the alleles with a chromosome deficiency of the *moi/tgs1* region also died as second instars. Finally, these trans-heterozygous animals could be rescued to normal adults with a single copy of a transgene providing only the Tgs1 but not Moi function (S1D Fig).

**Identification of splicing defects by whole genome RNA sequencing**

S6 Figaccompanies this description of the analysis of RNA seq data. S6A Fig shows our pipeline of bioinformatic analysis. RNA samples from wildtype (*wt*) and *tgs1* mutant animals were prepared and sequenced with two replicates. After reads filtering we mapped clean reads to the fly genome (flybase dmel_r6.16 version) with HISAT2. Gene expression levels were calculated with Featurecount and DESeq2. Alternative splicing differences between the samples were identified with rMATS.

As rMATS only detects alternative intron retention (IR) events but could not measure those from constitutive introns, we designed a custom script to identified total IR events of all annotated introns. To estimate IR levels, we classified reads mapped to proximal regions of splice sites (5’SS and 3’SS) into different types as shown in the upper diagram in S6B Fig. Exonic reads (shown in grey) were likely originated from both spliced and unspliced isoforms. Intronic reads (in black) were likely originated from unspliced isoforms as well as alternative exons within an intron. Exon-intron reads that were mapped to exon-intron junction only originated from unspliced isoforms. Exon-exon junctions reads, on the other hand, were from spliced isoforms only. The accumulation of reads at a splice site was sketched (shown in the lower diagram of S6B Fig) as different colors representing different types of reads. We measured IR levels by calculating the ratio of reads coverage (Cov) in the intronic region (i) over the exonic region (e) proximal a splicing site, which represents the proportion of intron retention isoforms to total transcripts at the splice site. We made a library of annotated introns from a fly genomic annotation (gtf) file then compared IR levels in the two samples. Introns with an [IRwt – IRmut] > 0.05 and a P value < 0.05 (ANOVA test) at both the 5' and 3' splice sites were identified as retained introns.

In order to compare splicing variances between wildtype and mutant samples (Fig 4), we quantified the level of splicing in each sample with PSI [6] which is short for percentage of splicing-in. In the most common type of alternative splicing, an exon is included or excluded from the mature mRNA. PSI of this exon denotes the fraction of mRNAs being the included isoform. For an intron, PSI denotes the fraction of mRNAs that contain the included intron. Splicing changes were then quantified by ΔPSI = PSI(*tgs1*)– PSI(*wt*). Five types of splicing events, including Retained Introns (RI), Skipped Exons (SE), Alternative 5' and 3' splice sites (A5SS, A3SS) and mutually exclusive exons (MXE) were compared respectively. The ΔPSIs of retained introns were calculated by a custom python script and the ΔPSIs of other splicing events were calculated by rMATS.

After identifying *tgs1* induced retained introns, we compared 5' and 3' splicing site scores between the significantly changed introns and non-changed introns in the samples. The splicing site scores were calculated by MaxEntScan [7]. The Wilcoxon rank sum test was used to show the splicing site scores were significantly different between the changed introns and the non-changed introns.

**Legends for Supplemental Materials by Cheng et al.**

**Figure S1. *tgs1* mutant alleles and their organismal phenotypes**

**A**. Genomic structures of *moi/tgs1* alleles used in this study. The names of the alleles are displayed at the left. At the top is the wild type locus with coding regions denoted as rectangles. In *moi^CB0^*, a P transposable element was inserted into exon 2 of *moi*. In *tgs1^15-11^*, the insertional positions of the four elements are indicated. For details see Supplemental Materials. The two Cas9-induced alleles have a 5bp and a 10bp deletion in *tgs1* coding region respectively. The *tgs1^2-3^* allele was mainly used in this study. **B**. The *tgs1^hypo^* mutation disrupts fertility. Progeny counts from female or male parents of the indicated genotypes were plotted. **C**. The *tgs1^hypo^* mutation affects both *moi* and *tgs1* expression. Gel pictures of a semi-quantitative RT-PCR assay using total RNA from females (top) and males (bottom) are shown with sample genotypes listed at the top and names of target gene listed at the bottom. The *tbp-1* gene was used as a control. “M” denotes molecular markers with size in basepairs. **D**. Structures of various rescuing constructs (left) and their effects on viability and male fertility (right). The “Genomic construct” provides functions of both Moi and Tgs1. The cDNA fragments were cloned into *UAS*-containing constructs for Gal4-driven expression providing function of Moi or Tgs1 individually. The *moi^G45R^* construct contains a wildtype *tgs1* gene but a Gly to Arg mutation at codon 45 of Moi. The *tgs1-gfp* construct was used in Tgs1 localization studies. In the “Genotype-Phenotype” table, the rescuing constructs are listed in brackets, with “+” (“-“) indicating the ability (inability) of a construct to rescue. N.A.: not applicable. The number of individuals tested for fertility are listed as “n”. For viability rescue, numerical data are provided in Table S7. For the *[actin>moi]; moi^CB0^* combination, the asterisk indicates that the *moi* transgene was able to rescue telomere fusion due to the loss of telomere capping function of Moi, even though it did not rescue viability due to the disruption of Tgs1 function in the mutant. The telomere fusion phenotype of *moi^CB0^* is shown in **E. E.** Chromosome squashes from mitotic nuclei of larval neuroblasts with all chromosomes labelled. The nucleus at the left was homozygous for *moi^CB0^*, displaying end-to-end fusions involving chromosomes *Y* , *II* and *III*. The nucleus at the right was from a *moi^CB0^* homozygote carrying an actin-Gal4 driven *uas-moi* rescue, showing normal chromosomal configurations.

**Figure S2. TMG levels in somatic tissues of *tgs1*^hypo^ larvae**

Immunostaining of somatic tissues from third instar larvae with anti-TMG (clone K121). Genotypes and the names of the tissue examined are listed at the top.

**Figure S3. Loss of Tgs1 disrupts gene expression in the testes**

**A**. A graph summarizing gene expression differences between wildtype and mutant testes with each dot representing a gene. Over 300 genes (pink dots) were called as up-regulated and over 1000 (green dots) as down-regulated. **B**. Quantitative RT-PCR validation of *tgs1*-affected gene. Three genes with important roles in regulating the male meiotic program were chosen. In addition to testicular samples from wild type and *tgs1^hypo^* animals, those from *tgs1^hypo^* with a *tgs1*-only rescue (*bamgal4>tgs1*) or a *moi*-only rescue (*bamgal4>moi*) were also included in the analysis. NS: not significant; *: p<0.05, **: p<0.01, ***: p<0.001, and ****: p<0.0001.

**Figure S4. Validation of additional intron retention events in *tgs1^hypo^* testes**

**A**. The PCR-based assay. To the left is a diagram depicting the RT-PCR approach for validating intron retention events, with the two primers covering the intron of interest shown as “FP” and “RP”. The center displays a hypothetical DNA gel picture indicating the approximate positions of the two different products (“spliced” and “unspliced”). A description of the PCR templates (1-5) is provided at the right. In addition to wild type and mutant samples, those from *tgs1^hypo^* with a *tgs1*-only rescue (*bamgal4>tgs1*) or a *moi*-only rescue (*bamgal4>moi*) were also included. **B**. Image of the actual DNA gels showing 25 introns with (left panels) and 15 introns without (right panels) intron retention events. The name of the gene is listed above the gel picture with the numbers in parenthesis designating the affected intron. For example, “1/3” means the first of the three introns was assayed.

**Figure S5. FISH analyses of U1 and U2 localization in testes and larval tissues**

**A**. Whole testis view of DNA (white), U1 (green) and U2 (red) signal distributions with the genotypes listed at the left. Both anti-sense (left) and sense (right) probes were used in FISH. **B**. U1 and U2 distribution in larval tissues.

**Figure S6. Tgs1-GFP carries normal Tgs1 functions**

**A**. Immunostaining of testes with two anti-TMG monoclonal antibodies (clone numbers indicated in parentheses). Genotypes were listed at the top. In addition to testes from wild type (*wt*) and *tgs1^hypo^* (*-*) animals, those from *tgs1^hypo^* with a *tgs1*-gfp rescue were also included. Scale bars indicate 50μm. **B**. RT-PCR results for detecting pre-mRNA splicing. A PCR-based assay identical that described in Fig 3 was used to test the extent of rescue by *tgs1-gfp*. The PCR templates (1-4) are as followed: 1, genomic DNA; 2, cDNA from *wt* testes; 3, cDNA from *tgs1^hypo^* testes; and 4, cDNA from *[tgs1-gfp], tgs1^hypo^* testes. The name of the gene is listed above the gel picture with the numbers in parenthesis designating the affected intron. For example, “1/3” means the first of the three introns was assayed.

**Figure S7. Graphical description of bioinformatic analyses of splicing events**

**A**. Pipeline of bioinformatic analysis. RNA from testis samples from *wt* and *tgs1* mutants were prepared and sequenced with two replicates. After reads filtering we mapped clean reads to fly genome (flybase dmel_r6.16 version) with HISAT2. Gene expression levels were calculated with featurecount and DESeq2. Alternative splicing differences between *wt* and *tgs1* samples were identified with rMATS. **B**. Measurement of intron retention level. As rMATS only detects alternative intron retention events but could not measure retention of constitutive introns, we designed a custom script to identified total intron retention events of all annotated introns. To estimate the intron retention levels, we classified reads mapped to proximal region of splice sites into different types (top diagram). Exonic reads (grey) are from both spliced and unspliced isoforms. Intronic reads (black) are from unspliced isoforms as well as alternative exons within the intron. Exon-intron reads (red) that were mapped to exon-intron junctions come from unspliced isoforms. Exon-exon junctions reads are from spliced isoforms only. The accumulation of reads at a splice site was sketched in the bottom diagram as different color represents different types of reads. We measured intron retention levels by calculating the ratio between the reads coverage (Cov) in exon region (e) and intron region (i) proximal to a splicing site, which represents the proportion of intron retention isoforms to total transcripts at the splice site. We made a library of annotated introns from fly genomic annotation (gtf) file then compared intron retention levels (IR) in wildtype and mutant samples. The introns with |IRwt - IRmut| > 0.05 and P value < 0.05 (ANOVA test) at both 5’ and 3’ splice sites were identified as retained introns.

**Table S1. List of primers used for making the rescue constructs**

**Table S2. List of snRNA probes for Northern blots and FISH**

**Table S3. List of primers used for qPCR and RT-PCR**

**Table S4. The complete list of the 2271 introns affected in *tgs1^hypo^* testes**

**Table S5. The complete list of the five groups of randomly selected “control” introns used in Figure 6**

**Table S6. The list of defective introns from larvae RNA seq experiments**

**Table S7. Tgs1-GFP fully rescues the lethal and sterile phenotypes of *tgs1* mutations**

**References for Supplemental Materials of Cheng et al.**

1. Buszczak, M., Paterno, S., Lighthouse, D., Bachman, J., Planck, J., Owen, S., Skora, A. D., Nystul, T. G., Ohlstein. B., Allen, A. et al. (2007) The carnegie protein trap library: a versatile tool for Drosophila developmental studies. *Genetics*, **175**, 1505-1531.

2. Raffa, G. D., Siriaco, G., Cugusi, S., Ciapponi, L., Cenci, G., Wojcik, E., and Gatti, M. (2009) The Drosophila modigliani (moi) gene encodes a HOAP-interacting protein required for telomere protection. *Proc. Natl. Acad. Sci. U.S.A.*, **106**, 2271-2276.

3. Zhang, Y., Zhang, L., Tang, X., Bhardwaj, S. R., Ji, J., and Rong, Y. S. (2016) MTV, an ssDNA protecting complex essential for transposon-based telomere maintenance in Drosophila. *PLoS Genet.*, **12**, e1006435.

4. Zhang, Y., Schreiner, W. and Rong, Y. S. Genome manipulations with bacterial recombineering and site-specific integration in Drosophila. Methods Mol Biol. 2014;1114:11-24.

5. Gao, G., McMahon, C., Chen, J., and Rong, Y. S. (2008) A powerful method combining homologous recombination and site-specific recombination for targeted mutagenesis in Drosophila. *Proc. Natl. Acad. Sci. U.S.A.*, **105**, 13999-14004.

6. Katz, Y., Wang, E. T., Airoldi, E. M., and Burge, C. B. (2010) Analysis and design of RNA sequencing experiments for identifying isoform regulation. *Nat. Methods*, **7**, 1009-1015.

7. Yeo, G., and Burge, C. B. (2004) Maximum entropy modeling of short sequence motifs with applications to RNA splicing signals. *J. Comput. Biol.*, **11**, 377-394.

# Supplementary material for: Loss of the RNA trimethylguanosine cap is compatible with nuclear accumulation of spliceosomal snRNAs but not pre-mRNA splicing or snRNA processing during animal development
**Source:** PLoS Genet. 2020 Oct 21;16(10):e1009098. doi: 10.1371/journal.pgen.1009098
**Supplement:** S1 Table

**Table S1 List of primers used for rescue**

| **Primer Name** | **Primer Sequence** |
| --- | --- |
| *moi* gDNA-rescue-FP1 | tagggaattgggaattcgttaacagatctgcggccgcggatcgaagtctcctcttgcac |
| *moi* gDNA-rescue-RP4049 | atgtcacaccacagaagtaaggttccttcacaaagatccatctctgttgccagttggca |
| *tgs1*-C-GFP-FP: | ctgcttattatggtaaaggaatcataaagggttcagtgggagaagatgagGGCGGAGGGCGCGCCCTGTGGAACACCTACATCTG |
| *tgs1*-C-GFP-RP: | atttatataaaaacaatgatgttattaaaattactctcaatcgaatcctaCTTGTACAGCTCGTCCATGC |
| *moi^G45R^*-RP2 | gccagacgTCTaattaatgc |
| *moi^G45R^* -FP3 | gcattaattAGAcgtctggc |
| *tgs1* cDNA-flag-FP1 | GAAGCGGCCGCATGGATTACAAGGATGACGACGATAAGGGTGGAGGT AACACACACCACCTGAC |
| *tgs1* cDNA-flag-RP1401 | TAAGGTACC CTACTCATCTTCTCCCACTG |
| moi cDNA-flag-FP1 | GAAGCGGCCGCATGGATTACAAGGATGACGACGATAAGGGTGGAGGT TCCCTGGTGCCAGAAGCCTC |
| moi cDNA-flag-RP537 | TAAGGTACC TCATTTCTCGATCAGACTTC |

# Supplementary material for: Loss of the RNA trimethylguanosine cap is compatible with nuclear accumulation of spliceosomal snRNAs but not pre-mRNA splicing or snRNA processing during animal development
**Source:** PLoS Genet. 2020 Oct 21;16(10):e1009098. doi: 10.1371/journal.pgen.1009098
**Supplement:** S2 Table

**Table S2 List of snRNA probes used for Northern blot and FISH**

| **Probe Name** | **Probe Sequence** |
| --- | --- |
| U1 FISH antisense probe (1-65) | 5' FAM-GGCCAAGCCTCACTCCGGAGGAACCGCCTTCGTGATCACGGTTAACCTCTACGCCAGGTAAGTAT |
| U1 FISH antisense probe (101-162) | 5' FAM-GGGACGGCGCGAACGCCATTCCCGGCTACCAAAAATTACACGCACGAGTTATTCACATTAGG |
| U2 FISH antisense probe (1-51) | 5' Cy3-  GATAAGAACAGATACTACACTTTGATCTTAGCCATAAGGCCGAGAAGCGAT |
| U2 FISH antisense probe (84-113) | 5' Cy3-  GATTCCAAAAATCAGTTTAACATTTGTTGT |
| U1 FISH sense probe (1-65) | 5' FAM-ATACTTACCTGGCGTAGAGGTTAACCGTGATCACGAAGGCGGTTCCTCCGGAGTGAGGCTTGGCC |
| U1 FISH sense probe (101-162) | 5' FAM-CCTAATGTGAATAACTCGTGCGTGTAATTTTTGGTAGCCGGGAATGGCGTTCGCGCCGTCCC |
| U2 FISH sense probe (1-51) | 5’ Cy3-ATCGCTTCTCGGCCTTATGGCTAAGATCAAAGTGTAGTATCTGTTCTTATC |
| U2 FISH sense probe (84-113) | 5’ Cy3-  ACAACAAATGTTAAACTGATTTTTGGAATC |
| U1 Biotin probe (71-101) | 5’ Biotin-  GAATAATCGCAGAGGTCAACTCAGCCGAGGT |
| U2 Biotin probe (76-120) | 5’ Biotin-  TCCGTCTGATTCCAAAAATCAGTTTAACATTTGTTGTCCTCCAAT |
| U1 Biotin probe (1-65) | 5’ Biotin-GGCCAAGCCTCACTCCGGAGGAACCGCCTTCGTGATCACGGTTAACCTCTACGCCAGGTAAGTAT |
| U1 Biotin probe (101-162) | 5’ Biotin-  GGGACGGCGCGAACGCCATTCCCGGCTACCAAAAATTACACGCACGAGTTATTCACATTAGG |

# Supplementary material for: Loss of the RNA trimethylguanosine cap is compatible with nuclear accumulation of spliceosomal snRNAs but not pre-mRNA splicing or snRNA processing during animal development
**Source:** PLoS Genet. 2020 Oct 21;16(10):e1009098. doi: 10.1371/journal.pgen.1009098
**Supplement:** S3 Table

**Table S3 List of primers used for QPCR and RT-PCR**

# Supplementary material for: Loss of the RNA trimethylguanosine cap is compatible with nuclear accumulation of spliceosomal snRNAs but not pre-mRNA splicing or snRNA processing during animal development
**Source:** PLoS Genet. 2020 Oct 21;16(10):e1009098. doi: 10.1371/journal.pgen.1009098
**Supplement:** S7 Table

**Table S7. Tgs1-GFP fully rescues the lethal and sterile phenotypes of *tgs1* mutations**

| Lethal phenotype (*tgs1*/total) ^a^ | | | |
| --- | --- | --- | --- |
| Parental genotype #2 | Parental genotype #1 | | |
|  | *tgs1^2-3^/+* | *[tgs1-gfp], tgs1^2-3^/+* ^b^ | *[tgs1-gfp], tgs1^2-3^* ^c, d^ |
| *tgs1^2-3^/+* | 0/>5000 ^f^ | 154/492 (31.3%) | 622/1255 (49.6%) |
| *tgs1^1-3^/+* | 0/364 | 154/463 (33.3%) | 660/1286 (51.3%) |
| *tgs1^df^/+* ^e^ | 0/291 | 143/374 (38.2%) | 567/1083 (52.4%) |
|  | | | |
| Male sterile phenotype (fertile/total tested) ^g^ | | | |
| Parental genotype #2 | Parental genotype #1 | | |
|  | *tgs1^15-11^/+* | | *[tgs1-gfp], tgs1^15-11^/+* |
| *moi^CB0^/+* | 0/200 | | 80/80 |

^a^: *tgs1* homozygous or trans-heterozygous progeny were generated in crosses with the parental genotypes indicated. The number of surviving *tgs1* mutants (with or without the *tgs1-gfp* rescuing construct) is divided over the total progeny count giving rise to the percentage in parenthesis.

^b^: The expected percentage is 33.3%.

^c^: Homozygous animal with the indicated genotype were used as parent #1.

^d^: The expected percentage is 50%.

^e^: Flies with a chromosomal deficiency (*df*) of the *tgs1* region (Bloomington stock #7657) were used as parent #2.

^f^: A stock of *tgs1^2-3^* heterozygous was established and no homozygotes were recovered from this stock.

^g^: Males of *tgs1^hypo^* (with or without the *tgs1-gfp* construct) were tested individually for fertility.

How the deposited data were processed for this re-analysis (not part of the article)

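RNA enriched for poly(A) tails was sequenced from testes of wild-type and *tgs1* hypo males and from second instar larvae of wild-type and *tgs1*2-3 genotype, with 2 libraries per group and 8 libraries in all. The FPKM values were made by the authors before they were deposited: reads were filtered and mapped with HISAT2 to the FlyBase genome, and each value was scaled to transcript length and to the mapped fragments of the library. The paper's text names featureCounts and DESeq2 for expression levels, states no further scaling between libraries and does not name the tool behind the FPKM values or the limits behind its gene calls. Replicates were not pooled. The testis table has 15612 genes, all with FlyBase identifiers, and 98.5% of these were found in the BDGP6.54 annotation of Ensembl release 115, from which gene names, positions and introns were taken. The larval table has 15735 named genes, of which 99.2% were found in it. A total of 14225 identifiers are in both tables. Loci of the testis table start 1 base below the annotation, so positions are given as the annotation lists them.

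The values carry no counts, so the number of reads behind a value, and the counting error that goes with it, are not known. The groups have 2 replicates each, and the spread between replicates sets the precision. The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Within each tissue the values were put on the scale of log2(FPKM + 1). Genes with a mean of at least 1 FPKM over the 4 libraries were fitted with limma (lmFit, then eBayes with the mean-variance trend), with the genotype as the only term. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 change of at least 1. The tissues were fitted apart because they carry different mutations and stand in separate tables, and no test of a difference between tissues was made. Other splits of the samples were not counted, because 4 libraries can be split into pairs in only 3 ways. Entries of the larval table without a FlyBase gene were left out of the main comparison.

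Gene lists were tested with limma's camera at a preset correlation between genes of 0.01, over 15 lists in testes and 9 in larvae, with adjustment over the lists of a tissue. The lists were meiotic arrest genes, spermatid differentiation genes, spermatogonial and germline stem cell genes, somatic cyst and hub cell genes, accessory gland genes, fat body genes, Y-linked fertility genes, canonical histone genes, spliceosomal snRNA genes, U7 snRNA and its partners, Integrator subunits, snRNP import and assembly genes, selenoprotein genes, heat shock genes, genes of the third instar, antimicrobial peptide genes, the male dosage compensation RNAs, the genes of the paper's RT-PCR assays and the genes of S6 Table. The value of a list is the median log2 change of its members minus the median of all tested genes. Protein-coding genes without an intron were compared with those that have introns in the same way. S4 Table could be read only in part, so no list was taken from it.

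The grouping of the libraries, the test and its limits, the gene lists, the rule for naming genes and the alternatives were chosen before the data were examined, except where the text says otherwise. The rule named every gene that the paper names in its qPCR, RNA-seq or mutant analysis, apart from any that is not used here, the 5 largest rises and the 5 largest falls in each tissue among called genes whose mutant libraries lie on one side of both wild-type libraries, and members of a list that were called or had the highest value of it. The alternatives were a pseudocount of 0.1, no filter on low values, a filter at a mean of 5 FPKM, median-of-ratios scaling, quantile normalization, rescaling of each library to a sum of 1000000, the adjusted p alone, an adjusted p under 0.01, no mean-variance trend, the replicate number as a block, fry or an estimated correlation for the lists, and each library left out in turn. In the last case the lone library of a group is assumed to vary like the other group.

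The method was tested on simulated data in which 200 genes were given a known change, with the spread of each tissue. In testes the test recovered 200 of 200 genes at a log2 change of 1.5, with 7 false calls, and in larvae 114 of 200 at 1.5, with 13 false calls, and 195 of 200 at 3, with 15 false calls. Of 20 simulated lists of 20 genes, the list given a change of 0.5 was found in both tissues and 0 of the others were called. The simulated genes varied independently of each other, so this does not show how the list test does when genes of a list vary together. In the real testis data 0 lists passed with an estimated correlation between genes. Splicing events, which need the reads themselves, were not analysed here.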

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

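In this part, the tests of U7 function, of extended snRNAs and of the gene lists other than that of DNA replication genes were planned, and the other tests were chosen only after the results were seen. The paper does not report RNA-seq values for the genes and loci below.

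Canonical histone genes had higher values in *tgs1*2-3 larvae. Summed over 72 genes, the value was 0.926 and 0.659 FPKM in the wild-type libraries and 12.4 and 16.8 FPKM in the mutant libraries, so the lowest mutant sum was 13.4 times the highest wild-type sum. Of the 72 genes 56 were higher in both mutant libraries than in both wild-type libraries and 0 were lower in both, where chance gives 12 each way, and 41 are listed at 0 in both wild-type libraries. Histone copies share reads, so these genes are not independent of each other. One gene, *His2B:CG33868*, passed the filter, with a log2 change of 2.53 (limma adjusted p = 0.26), so the rise rests on low values and was not called gene by gene. Without this gene the sums were 0.54 and 0.470 FPKM in wild type and 7.02 and 9.29 FPKM in the mutant. The tables argue against several technical explanations. The mean mutant sum was 18.4 times the wild-type mean as deposited and 14.7 times after median-of-ratios scaling, the lower of the scalings tried. Sharing of reads between copies would leave the sum unchanged, and the lowest mutant sum was 12.4 FPKM. The largest ratio of single-fragment values to wild-type replicate 1 was 1.06, too small for an effect of depth. All 56 genes overlap no other annotated gene. A general carry-over of RNA without a poly(A) tail is argued against by 7SL RNA, with a log2 change of -0.09, and by the 62 snoRNA genes that passed the filter, with a median of 0.049. The sum of all 222 snoRNA genes, most of it from a few of them, had a mean in the mutant 1.03 times that of wild type. Of the 222, 53 were higher and 16 lower in both mutant libraries where chance gives 37 each way, and the U1 genes below had a mean mutant sum 10.8 times that of wild type, so a carry-over of some RNAs and not others stays open here too. A larger share of replicating cells would raise DNA replication genes too. A list of these, chosen after the values were seen, had a median log2 change of 0.82 (10 genes, all higher in both mutant libraries, 0 called; camera p = 3.7e-07, fry p = 0.032, 0.19 with an estimated correlation), well under the rise of the histones, so this can be a part but not the whole of it. Histone mRNA normally ends without a poly(A) tail, in a step that needs the U7 snRNA. A candidate explanation is that U7 function is reduced in the mutant larvae, and the rise has the direction it predicts. The paper, however, reports a near normal level of TMG in these larvae and proposes that maternal capped RNA persists. For testes it reports a severe reduction of TMG on U1 and U2, while the rise of the histones there, given below, was smaller. This argues against loss of the TMG cap as the reason, though the paper did not measure TMG on U7. A difference in developmental stage between the pools of larvae stays open. In testes the mean sum in *tgs1* hypo was 1.105 times that in wild type, with 16 of 57 genes higher and 0 lower in both mutant libraries where chance gives 9.5, and the sum is mostly that of *His2B:CG33868*, with a log2 change of -0.03. Without this gene, a choice made after the values were seen, the testes sums were 11.5 and 11.0 FPKM in wild type and 17.0 and 16.5 FPKM in *tgs1* hypo, so the lowest mutant sum was 1.44 times the highest wild-type sum, beyond the spread of the replicates. A part of U7 in this smaller rise stays open, and whether the tissues differ was not tested.

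Genes of the U1 snRNA had higher values in *tgs1* hypo testes. The sum over 4 genes was 0 and 1.93 FPKM in the wild-type libraries and 31.6 and 23.0 FPKM in the *tgs1* hypo libraries. Each of the 4 was called higher, but *snRNA:U1:82Eb* and *snRNA:U1:95Cb* only by a narrow margin, with adjusted p of 0.042 and 0.026 from limma and log2 changes of 0.58 and 0.73 when *tgs1* hypo replicate 1 is left out, and they were not called with no filter, with no mean-variance trend or with either wild-type library left out. *snRNA:U11* (log2 change 2.96) and *snRNA:U12:73B* (1.48) were called too, and their sum went from 8.21 and 13.9 FPKM to 45.5 and 37.9 FPKM. In larvae the sum of 5 U1 genes was 0.285 and 0.213 FPKM in wild type and 1.90 and 3.50 FPKM in *tgs1*2-3. The list of snRNA genes as a whole did not pass its test in testes (median log2 change 1.42, and 1.30 relative to all genes, camera adjusted p = 0.12), but did with *tgs1* hypo replicate 1 (0.46 relative to all genes), *tgs1* hypo replicate 2 (1.44) or wild-type replicate 2 (1.33) left out. Mature snRNAs have no poly(A) tail, so the libraries hold a small part of them. The rise does not come from scaling, since the lowest log2 change of *snRNA:U1:21D* over the scalings was 3.315, nor from depth, since single-fragment values differed by at most 1.08 times. Reads shared between the U1 copies would leave their sum unchanged, and the lower *tgs1* hypo sum was 23.0 FPKM. Of the 6 snRNA genes that were higher in both mutant libraries, 3 overlap no other gene, while *snRNA:U1:95Cb*, *snRNA:U11* and *snRNA:U12:73B* do. A general carry-over of RNA without a poly(A) tail is argued against by 7SK RNA, with a log2 change of 0.23. 7SL RNA, however, rose from 23.6 and 44.7 FPKM to 129.7 and 122 FPKM (log2 change 1.92, limma adjusted p = 0.00083), so a carry-over of some RNAs and not others stays open. The paper reports extended snRNAs in *tgs1* hypo testes by qPCR, and entry of such RNA into the poly(A) fraction may explain the rise of U1. It would be predicted to raise the U2 genes too, whose sum was 21.7 and 35.1 FPKM in wild type and 39.9 and 27.5 FPKM in *tgs1* hypo, a log2 ratio of 0.25 within the spread of the libraries, and the testis table has no entries for U4, U5 and U6. For *tgs1*2-3 larvae, whose U1 sum also rose, though at low values, the paper reports a lack of misprocessing. The explanation therefore has no support in larvae. In testes the values above do not tell it apart from selective carry-over.

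Y-linked fertility genes were lower in *tgs1* hypo testes. The median log2 change of the 12 genes was -1.40 relative to all tested genes (camera adjusted p = 0.024, fry 0.014, 0.70 with an estimated correlation). With a filter at a mean of 5 FPKM the value was -0.41 (adjusted p = 0.50), because the genes with low values drop out. *ARY* (-2.81), *kl-5* (-2.52), *Ccy* (-2.24), *WDY* (-1.64), *Ory* (-1.34), *Ppr-Y* (-1.30) and *kl-2* (-1.27) were called lower, while *Pp1-Y1* (1.35) and *Pp1-Y2* (1.00) were called higher, the latter with a change under 1 after median-of-ratios scaling (0.88), after quantile normalization (0.92) and without *tgs1* hypo replicate 2 (0.96) or wild-type replicate 1 (0.99). Over the list alone the counts were also 7 and 2. A lower dose of the Y chromosome is argued against by the 3 genes that rose with an adjusted p under 0.05. Scaling does not remove the fall, since the value closest to 0 over the scalings was -1.29, though the camera adjusted p was 0.054 after median-of-ratios scaling and 0.061 after quantile normalization. Fewer cells of the stage that transcribes these genes could lower them. The meiotic arrest genes, at -0.034 relative to all genes, moved both ways and do not decide this. Another hypothesis starts from the introns. The 7 genes with an intron shorter than 100 bases, whose shortest introns measure 46 to 60 bases, were all lower in both mutant libraries. The 2 genes without an intron rose. Among the genes with longer introns only, *Ppr-Y*, with a shortest intron of 1240 bases, fell as well. The others of this kind rose: *fdy* (148 bases, log2 change 0.82, limma adjusted p = 0.0021) and *PRY* (10208 bases, 0.22, adjusted p = 0.24). The number of distinct annotated introns divides the list without exception: genes that fell have 5 to 16 and genes that rose 0 to 3. Apart from *ARY*, the genes that fell also have a longest intron of 10671 to 150611 bases, as does *PRY* (31977 bases), which rose. With 12 genes, short introns, long introns and the number of introns cannot be told apart. On the other chromosomes, genes whose shortest intron is under the median changed by -0.060 relative to genes with longer ones (camera p = 0.15, fry p = 0.32, 0.54 with an estimated correlation), and genes with 1 intron by -0.042 (camera p = 0.47, fry p = 0.013, 0.44 with an estimated correlation). Of the genes with introns, 7.00% of those under the median were called lower and 4.43% of the rest, and of the genes with 1 intron 5.10% and 5.43%. The median shortest intron was 59 bases, and 64 bases for genes with 1 intron, not the limit of 100 bases used above. Genes with a shortest intron between the median and 100 bases thus count among those with longer ones. These changes and shares therefore do not settle it, and whether short introns have a part in the fall stays open.

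Among the assembled loci of the larval table that name no FlyBase gene, 11 of 682 tested were called in *tgs1*2-3 when they were added to the named genes, a comparison chosen after the data were seen. Of these, 9 were higher in the mutant, with values of 6.835 to 89.7 FPKM in the mutant libraries and at most 2.18 FPKM in the wild-type libraries, and 2 were lower. The same comparison called the named gene *TotA* higher (limma adjusted p = 0.024). It had 0.673 and 1.55 FPKM in wild type and 112.1 and 84.9 FPKM in *tgs1*2-3. The locus with the largest rise, MSTRG.7767, had 0.0136 and 0.0465 FPKM in wild type and 58.75 and 89.7 FPKM in *tgs1*2-3. The locus with the largest fall, MSTRG.77, had 19.0 and 23.3 FPKM in wild type and is listed at 0 in both mutant libraries. Of the loci that rose, 2 are listed at 0 in both wild-type libraries, and of those that fell 2 are listed at 0 in both mutant libraries. Values at 0 in one group, as in the 2 loci higher in the mutant, are what a strain variant or an inserted sequence that differs between the stocks might give, but a change in expression can give them too. The table gives no positions for these loci, and the sample labels name a different line for each genotype, so line and mutation cannot be told apart.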

How the results depend on the processing

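The comparison that adds loci without a gene name was chosen only after the result was seen, and the other alternatives were planned. Each changed 1 choice and kept the rest.

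In testes the counts of genes kept their size, within 1.5 times the reported count, in most settings. The exceptions were the adjusted p alone, which gave 3893 genes higher and 2655 lower, median-of-ratios scaling, with 265 genes higher, and the filter at a mean of 5 FPKM, with 536 lower, where fewer genes are tested. The share of calls that were higher went from 33.3% to 21.0% under median-of-ratios scaling, which moves the median change from 0.11 to -0.0020. Of the 402 and 806 genes, 265 and 806 were called again under it. The replicate number as a block gave 403 and 812 genes and put the list of snRNA genes past the threshold (1.30, camera adjusted p = 0.024), but replicate numbers do not pair the libraries, since deviations of libraries with the same number had a correlation of 0.13 in testes and of -0.17 in larvae. Leaving out each library in turn gave 381 to 474 genes higher and 780 to 913 lower. Lists past the threshold numbered 6, from 6 to 7 with a library left out and 0 with an estimated correlation between genes. The difference of intronless genes from genes with introns lay between 0.22 and 0.31 with a library left out, and with an estimated correlation its p was 0.14 at the same value of 0.26. The cause was not tested.

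Signs of lists with values near 0 in testes changed, and the cause was not tested. With no filter the meiotic arrest genes were at 0.026, the spermatogonial genes at 0.046, the fat body genes at 0.027 and the histone genes at -0.017. The filter at 5 FPKM put the spermatogonial genes at 0.020 and the fat body genes at 0.29, and quantile normalization put them at 0.047 and 0.11. With a library left out, the meiotic arrest genes lay between -0.12 and 0.056, the spermatogonial genes between -0.038 and 0.12, and the fat body genes between -0.17 and 0.11. None of these passed the threshold in any of these settings. Every named gene kept its direction in testes, with 507 values on the same side of the threshold, 25 no longer past it and 1, that of *can*, newly past it.

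In larvae the count of 0 genes changed when *tgs1*2-3 replicate 1 was left out. With the loci without a gene name it became 10 higher, including the named gene *TotA*, and 2 lower. With each library left out in turn it was 0 to 7 higher and 0 lower. The count of lists past the threshold, 0, became 2 with no filter, including the snRNP import and assembly genes (0.23), and 0 to 3 with a library left out. It was 3 without *tgs1*2-3 replicate 1 (the third instar genes, the heat shock genes, and the snRNP import and assembly genes) and 1 without *tgs1*2-3 replicate 2 (the third instar genes, with the opposite sign). The difference of intronless genes from genes with introns was -0.14 with no filter, between -0.031 and 0.064 with a library left out, and past the threshold with fry (0.015, p = 0.043, against 0.73 with an estimated correlation). It was also past the threshold with no filter and without wild-type replicate 2 (-0.016), both with the opposite sign. With no filter the U7 partners were at 0.017, the selenoprotein genes at 0.048 and the genes of S6 Table at 0.10. With a library left out, the selenoprotein genes lay between -0.31 and 0.069, the genes of S6 Table between -0.060 and 0.027, the third instar genes between -0.35 and 4.09, the heat shock genes between -0.37 and 1.40, the male dosage compensation RNAs between -0.47 and 1.27, the antimicrobial peptide genes between -0.22 and 0.30, and *moi* between -0.14 and 0.44. Median-of-ratios scaling put *moi* at -0.12, and quantile normalization put *moi* at -0.11. Median-of-ratios scaling also moves the median of all genes, from 0.25 to -0.0063. For the other settings the cause was not tested.

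The tables hold no counts, so what depth limits could not be measured.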

Differences from the paper's values

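No test in this part was chosen after a result was seen. At the reported settings no value is more than 1.5 times the paper's or less than the paper's by that factor. For the qPCR levels this holds for FPKM ratios that, unlike qPCR, are not relative to *rp49* (*RpL32*). Ratios relative to *RpL32*, which rose, would lie further below the paper's and were not compared.

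The paper's S3 Fig calls over 300 genes up-regulated and over 1000 down-regulated in *tgs1* hypo testes, both of them lower bounds, and the counts here are 402 and 806, so the second is under its bound. Of the alternatives, a pseudocount of 0.1 gave 1047 genes lower, with 554 higher, median-of-ratios scaling gave 998 lower, with 265 higher, and the adjusted p alone gave 2655 and 3893. The count furthest under the bound of 1000 was 536, with the filter at a mean of 5 FPKM. The paper's text names no limits for its calls. The paper names *can* among the genes with a reduced level. Here its log2 change was -0.91, which passed the limit on the adjusted p but not that on the change, and median-of-ratios scaling, at -1.03, called it.

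The paper presents the 203 introns of S6 Table as retention events in mutant larvae. In that table 149 introns have a higher IR ratio in the mutant at both splice sites and 54 have a lower one at both.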

Other observations

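In this part, the tests of gene length, of expression level, of less accessory gland tissue and of mitochondrial RNA were chosen only after the results were seen, as was the grouping by number of introns.

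Genes without introns moved differently from genes with introns in *tgs1* hypo testes. The median log2 change was 0.37 for 1410 intronless protein-coding genes and 0.11 for 8692 genes with introns, a difference of 0.26 (camera p = 5.6e-06, fry p = 0.0027, 0.14 with an estimated correlation). Of the intronless genes 9.57% were called higher and 3.62% lower, and of those with introns 2.37% and 5.75%. The number of introns is that of distinct introns over all annotated transcripts of a gene, not of introns in a single transcript. By number of introns the medians were 0.37 with 0, 0.18 with 1, 0.18 with 2, 0.13 with 3 to 4, 0.081 with 5 to 8, -0.0037 with 9 to 16 and -0.12 with 17 or more. Among genes with introns the share called higher went down with their number, from 4.17% with 1 to 0.743% with 17 or more, but the share called lower did not go up, being 5.65% with 1, 5.72% with 3 to 4, 6.03% with 9 to 16 and 4.46% with 17 or more. Gene length and expression level do not account for the difference, which was at least 0.17 within each of 4 equal groups of genes ranked by exonic length and at least 0.22 within each of 4 ranked by wild-type FPKM. The test was planned on the hypothesis that intron retention lowers mRNA levels, and the difference has the sign that it predicts. The falling medians and shares called higher go with an effect that adds up over introns, though this count can also rise with the number of transcripts. The shares called lower go against such an effect, so it stays open. Intronless genes also differ in when and where they are expressed, and that was not tested. In larvae the difference was 0.015 (camera p = 0.54, with a direction opposite to the medians, and 0.73 with an estimated correlation), and whether the tissues differ was not tested.

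The sample labels raise the question of which genotypes the testis libraries carry. *moi* (FBgn0261019) and *Tgs1* (FBgn0266195) are annotated on 3R from 18255530 to 18257677 with the same exons, the coding region of *Tgs1* starting at 18256208, and the tables have an entry for *moi* and 0 for *Tgs1*. The value of *moi* thus holds reads of both, and of a cDNA of either. In testes it was 10.1 and 11.4 FPKM in wild type and 3.81 and 2.71 FPKM in *tgs1* hypo, a log2 change of -1.47 (limma adjusted p = 0.00039). Lower expression of the shared transcript in plain *tgs1* hypo and a *tgs1* cDNA in the other libraries could both give this, so they cannot be told apart. In larvae *moi* was 4.64 and 7.42 FPKM in wild type and 6.41 and 6.85 FPKM in *tgs1*2-3 (log2 change 0.15), with the opposite sign after median-of-ratios scaling (-0.12) and quantile normalization (-0.11) and without wild-type replicate 1 (-0.14).

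More accessory gland or fat body tissue, or more early germ cells or somatic cells, does not account for the rises called in testes. The 28 accessory gland genes had a median log2 change of -0.72, 27 of them falling (-0.83 relative to all genes, camera adjusted p = 2.5e-08, fry 0.019, 0.70 with an estimated correlation), and *Acp54A1* was the 1 called, over all genes as over the list alone. Tissue of this gland therefore explains no rise, and as a whole cause of the falls it is too small, since a called gene fell by at least 1. The most abundant gene of the list, *Mst57Da*, had 4487 ± 181 FPKM in wild type and 3284 ± 271 FPKM in *tgs1* hypo (SD, n = 2 each), so gland RNA may be present in libraries of both genotypes. The highest change of the 4 fat body genes tested was 0.51, and 0 were called (median relative to all genes -0.029, camera adjusted p = 0.86). Among the fat body genes under the filter, *Fbp1*, *Fbp2*, *Lsp1beta* and *Yp2* were higher in both mutant libraries, while *Lsp1gamma* and *Yp1* were not. The highest of these values was 1.21 FPKM, for *Fbp2*, so a small addition of fat body is not excluded. A larger share of early germ cells and somatic cells would raise their genes together. The 11 spermatogonial genes (-0.014, camera adjusted p = 0.86) and the 9 somatic cyst and hub cell genes (-0.10, 0.43) moved both ways, with a test direction opposite to the sign of the median for the spermatogonial and the fat body genes. They had a highest change of 0.62, under the limit of a call, and *Rbp9* (-1.61) and *os* (-1.51) were called lower. In testes 28 of 29 accessory gland genes, 4 of 10 fat body genes, 11 of 11 spermatogonial genes and 9 of 10 somatic genes with a value passed the filter. A change in the later germ cells stays open.

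Other lists in testes gave these values. The snRNP import and assembly genes all rose, 18 of 18, with a median of 0.33 relative to all genes and 0 calls (camera adjusted p = 0.0012, fry 0.033, 0.70 with an estimated correlation). The heat shock genes were at -1.23 (camera adjusted p = 0.0069, fry 0.15, 0.73 with an estimated correlation) with 7 called lower, over all genes as over the list alone: *Hsp22* and 6 copies of Hsp70, which share reads. *Hsp22*, *Hsp70Aa*, *Hsp70Ab* and *Hsp70Ba* were under the limit without wild-type replicate 1, at -0.83, -0.86, -0.85 and -0.99. The Integrator subunits (0.21, camera adjusted p = 0.39), the U7 partners (0.43, 0.25), the selenoprotein genes (-0.65, 0.22) and the histone genes that passed the filter (0.15, 0.71) did not pass with camera and had 0 calls. With fry the U7 partners (adjusted p = 0.019) and the selenoprotein genes (0.035) did.

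In larvae none of the 9 lists passed with camera or fry at the main setting. Relative to all genes, the snRNP import and assembly genes were at 0.10 (camera adjusted p = 0.22), the Integrator subunits at 0.12 (0.37), the U7 partners at -0.20 (0.90), the selenoprotein genes at -0.080 (0.90), the antimicrobial peptide genes at -0.35 (0.27), the heat shock genes at 0.52 (0.71), the male dosage compensation RNAs at 0.40 (0.90) and the third instar genes at 2.09 (0.98), with 0 calls in each. Camera's direction was down for the male dosage compensation RNAs, against their median, and the mean of the antimicrobial peptide genes, 0.31, was positive. Of the snRNA and histone genes 1 each passed the filter, so those lists were not tested as sets. The last value rests on *tgs1*2-3 replicate 2. Without it the third instar genes were at -0.35 and the heat shock genes at -0.37, and without *tgs1*2-3 replicate 1 at 4.09 and 1.40. The genes called without *tgs1*2-3 replicate 1 are all members of this list except *TotA*. The *tgs1*2-3 libraries thus differ from each other in what may be their stage, and whether the mutant larvae were younger or older than the wild-type larvae cannot be told apart with 2 pools per genotype. A different share of males is argued against by *roX2*, with a log2 change of 0.063, while *roX1* was 17.1 and 229 FPKM in wild type and 177 and 131 FPKM in *tgs1*2-3.

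Most genes had somewhat higher values in *tgs1*2-3 larvae, with a median log2 change of 0.25. A larger share of mitochondrial RNA in wild-type replicate 1 could lower its other values. Mitochondrial tRNA genes held 152700 of the 185500 mitochondrial FPKM in wild-type replicate 1, and 68070 of 88930 in replicate 2. FPKM is scaled to transcript length, so such a share is not a share of reads. Scaling on sums of FPKM therefore cannot decide whether mitochondrial reads displaced others. Scaling each library without the mitochondrial genes left a median change of 0.18, near the difference of 0.15 between the wild-type libraries themselves, and without wild-type replicate 1 the median was 0.17, so the shift cannot be told apart from the spread of the libraries.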
